# Comparative Genomics of *Saccharomyces cerevisiae* Natural Isolates for Bioenergy Production

**DOI:** 10.1093/gbe/evu199

**Published:** 2014-09-05

**Authors:** Dana J. Wohlbach, Nikolay Rovinskiy, Jeffrey A. Lewis, Maria Sardi, Wendy S. Schackwitz, Joel A. Martin, Shweta Deshpande, Christopher G. Daum, Anna Lipzen, Trey K. Sato, Audrey P. Gasch

**Keywords:** bioenergy, genomics, transcriptomics, environmental stress

## Abstract

Lignocellulosic plant material is a viable source of biomass to produce alternative energy including ethanol and other biofuels. However, several factors—including toxic byproducts from biomass pretreatment and poor fermentation of xylose and other pentose sugars—currently limit the efficiency of microbial biofuel production. To begin to understand the genetic basis of desirable traits, we characterized three strains of *Saccharomyces cerevisiae* with robust growth in a pretreated lignocellulosic hydrolysate or tolerance to stress conditions relevant to industrial biofuel production, through genome and transcriptome sequencing analysis. All stress resistant strains were highly mosaic, suggesting that genetic admixture may contribute to novel allele combinations underlying these phenotypes. Strain-specific gene sets not found in the lab strain were functionally linked to the tolerances of particular strains. Furthermore, genes with signatures of evolutionary selection were enriched for functional categories important for stress resistance and included stress-responsive signaling factors. Comparison of the strains’ transcriptomic responses to heat and ethanol treatment—two stresses relevant to industrial bioethanol production—pointed to physiological processes that were related to particular stress resistance profiles. Many of the genotype-by-environment expression responses occurred at targets of transcription factors with signatures of positive selection, suggesting that these strains have undergone positive selection for stress tolerance. Our results generate new insights into potential mechanisms of tolerance to stresses relevant to biofuel production, including ethanol and heat, present a backdrop for further engineering, and provide glimpses into the natural variation of stress tolerance in wild yeast strains.

## Background

Lignocellulosic plant material represents an untapped feedstock for microbial biofuel production. However, extracting monomeric sugars in hemicellulose from the lignin and solid fraction often requires harsh chemical pretreatments that generate toxins inhibitory to microbial fermentation. The precise toxins generated vary by the pretreatment method as well as the plant source material, and emerge both from the treatment additives (such as strong acids, bases, or other chemicals) as well as chemical reactions with plant materials, including sugar-derived phenolic compounds (Almeida et al. 2007; Lau et al. 2009; Chundawat et al. 2010). The effect of these lignotoxins is compounded by high osmolarity of the resulting hydrolysates, elevated temperature of many fermentation processes, and ethanol generated during anaerobic fermentation (Jin et al. 2013; Sato et al. 2014). As such, the combined stresses in cellulosic fermentations represent a major bottleneck to efficient microbial conversion of biomass.

One strategy is to improve microbial stress tolerance via artificial, laboratory strain evolution, through many generations of selective growth in stressful conditions (Dragosits and Mattanovich 2013). Although improved tolerance to particular stresses can be selected in the lab, it often comes at the cost of reduced fitness in unstressed conditions and/or diminished biofuel production (Bennett and Lenski 2007; Goodarzi et al. 2010; Watanabe et al. 2011; Dragosits and Mattanovich 2013; Hong and Nielsen 2013). Furthermore, the limited mutational landscape that is accessible from a single starting strain prevents the broad sampling of genetic possibilities.

An alternative approach is to start with natural isolates that are inherently tolerant to relevant stresses, both to understand the mechanism of their stress tolerance and to exploit for further directed engineering. The genetic and phenotypic variation of *Saccharomyces cerevisiae* is beginning to emerge through studies of both wild and industrial yeast isolates (Townsend 2003; Aa et al. 2006; Kvitek et al. 2008; Liti et al. 2009; Borneman et al. 2011; Magwene et al. 2011; Warringer et al. 2011). *Saccharomyces cerevisiae* populations represent at least 13 distinct lineages, with many strains representing “mosaic” genomes due to recent, but likely infrequent, admixture across the well-separated lineages (Wei et al. 2007; Liti et al. 2009; Schacherer et al. 2009; Wang et al. 2012; Cromie et al. 2013). A vast amount of phenotypic diversity exists across these strains and in some cases correlates with the niche from which the strains were isolated (Kvitek et al. 2008; Will et al. 2010; Warringer et al. 2011). Understanding the genetic basis for natural variation in stress tolerance is in its infancy but is being aided by quantitative mapping within and between populations (reviewed in [Liti and Louis 2012]). However, the genetic basis for extreme tolerance remains poorly understood.

To address this question, we sequenced the genomes and transcriptomes of three natural *S. cerevisiae* isolates with extreme tolerance to stresses relevant to biofuel production, including two strains with high thermotolerance or high ethanol resistance and one multistress tolerant strain that was particularly amenable to growth in plant-derived hydrolysate. We report the genomic analysis of these isolates and implicate key physiological processes related to biofuel-relevant stress tolerance.

## Materials and Methods

### Yeast Strains

Yeast strains were grown in yeast extract peptone dextrose (YPD; 10 g/l yeast extract, 20 g/l peptone, 20 g/l glucose) at 30 °C. For acquired ethanol resistance, cells were pretreated with 5% v/v for 60 min and then exposed to one of 11 doses of ethanol ranging from 5 to 25% v/v for 2 h before plating for viability (Lewis et al. 2010). The maximum dose of ethanol survived is plotted in figure 1. Growth rates under the other conditions were calculated based on 96-well growth profiles in a Tecan plate reader, using GCAT as previously described (Jin et al. 2013; Sato et al. 2014). Strain phenotypes are available in supplementary data set S4, Supplementary Material online.

**Fig. 1.—:**
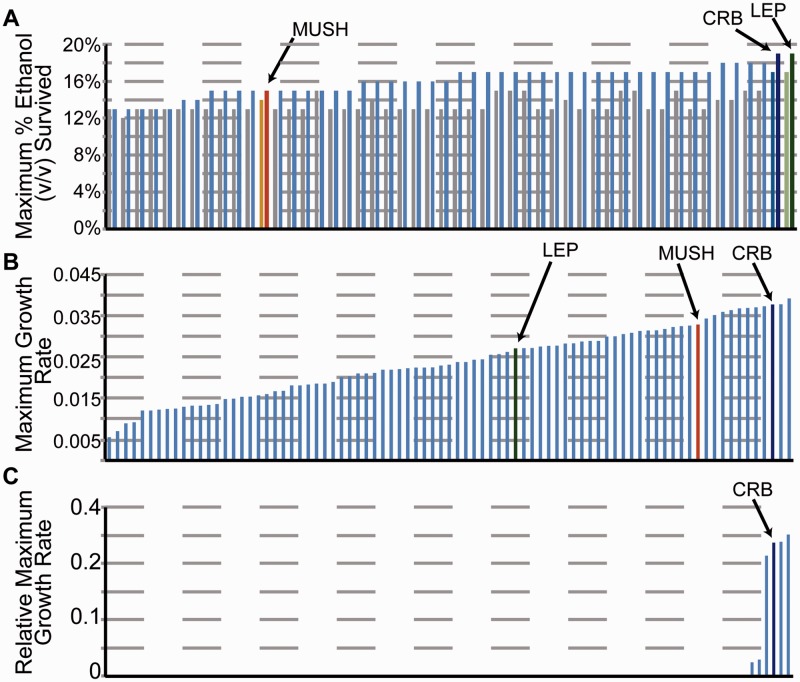
Stress tolerance profiles. (*A*) Acquired ethanol tolerance of LEP, MUSH, CRB, and other strains from (Lewis et al. 2010). Cells were exposed to high does of ethanol with (blue) or without (gray) prior treatment of 5% v/v ethanol. (*B* and *C*) Growth rates (see Materials and Methods) of *S. cerevisiae* strains in YPD at 40 °C (*B*) or in ACSH at 42 °C (*C*) relative to YPD (adapted from [Sato et al. 2014]).

**Fig. 2.—:**
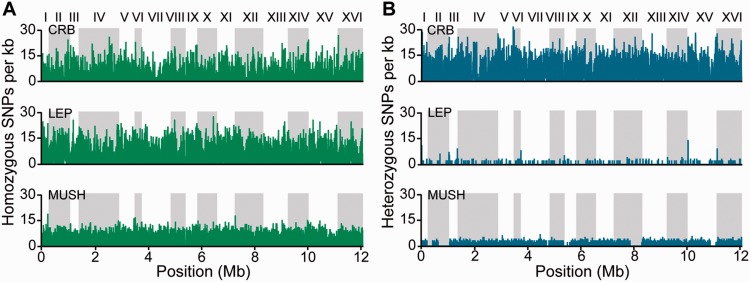
Distribution of SNPs across the genome. Homozygous (*A*, green) and heterozygous (*B*, blue) SNPs relative to the S288c reference for 16 *S. cerevisiae* chromosomes, with a sliding 1-kb window of 100 bp step size.

### Genome Sequencing, Read Mapping, and Single Nucleotide Polymorphism Calling

Libraries were generated with a modified version of Illumina’s standard protocol, using 1 µg of genomic DNA. DNA was sonicated (Covaris) to generate fragments, which were size selected by SPRI to approximately 200 bp. Selected fragments were end-repaired and phosphorylated, A-tailed with klenow, and ligated with paired-end sequencing adapters (Illumina). Libraries were PCR (polymerase chain reaction) amplified and quantified using KAPA Biosystem’s next-generation sequencing library qPCR kit and run on a Roche LightCycler 480 real-time PCR instrument. Each of the quantified sample libraries were prepared for sequencing utilizing a paired-end cluster generation kit (v4), and Illumina’s cBot instrument to generate clusters. Sequencing was performed on the Illumina GAIIx sequencer using SBS sequencing kits, v4, following a 2 × 76 run recipe.

Mapping was performed with Burrows–Wheeler Alignment (v1.2.2; [Li and Durbin 2009]), combining strains with multiple libraries (supplementary table S1, Supplementary Material online). Single nucleotide polymorphism (SNP) and indel detection was performed with the Genome Analysis Toolkit (v2.7; [McKenna et al. 2010]). De novo genome assembly was performed using String Graph Assembler (v0.9.19; [Simpson and Durbin 2012]), and contigs were aligned with MUMmer (v3.0; [Kurtz et al. 2004]; supplementary table S2, Supplementary Material online). Unique sequence not present in S288c was identified using custom Perl scripts. Gene prediction on non-S288c sequence was performed using GlimmerHMM (v3.0.2; [Majoros et al. 2004]) trained on *S. cerevisiae* transcripts. Additional details are available in supplementary methods, Supplementary Material online. Genome sequencing data for each strain are available (http://jgi.doe.gov/, last accessed September 15, 2014).

### Comparative Genomic Hybridization

Array-based comparative genomic hybridization (aCGH) was performed in biological duplicate on CRB, LEP, and MUSH relative to a DBY8268 control as previously described (Pollack et al. 1999). Samples were labeled using amino-allyl dUTP (Ambion), Klenow exo-polymerase (New England Biolabs), and random hexamers, and coupled with cyanine dyes (Amersham). Samples were hybridized to custom 385K tiling arrays (NimbleGen) designed using chipD (Dufour et al. 2010) on the composite *S. cerevisiae* genome described above. Arrays were hybridized in a NimbleGen hybridization system 12 (BioMicro) and scanned using a scanning laser (GenePix 4000B, Molecular Devices) according to NimbleGen protocols (http://www.nimblegen.com/, last accessed September 15, 2014). Data normalization was performed using Bioconductor (Gentleman et al. 2004) and custom Perl scripts. The affy() package (Gautier et al. 2004) was used to apply probe-level quantile normalization to the log_2_ ratios. We defined genes with increased copy number as those with a log_2_ aCGH ratio greater than 0.7 (because relative intensity values are often slightly compressed from the expected duplication log_2_ value of 1.0); genes with a log_2_ aCGH ratio < −1.0 were identified as potentially deleted. All microarray data are available through the NCBI Gene Expression Omnibus under the accession GSE56441.

### RNA-Seq Library Construction and Sequencing

Each strain was subjected to 25–37 °C heat shock for 15 min or 5% (v/v) ethanol treatment for 30 min. Cells were grown in YPD medium to log phase (OD_600_ ∼0.5) for at least four doublings, at which point a sample of unstressed cells was removed. RNA was extracted by hot phenol lysis (Gasch 2002) and mRNA was twice purified from total RNA using the Absolutely mRNA purification kit (Stratagene). mRNA samples were chemically fragmented to 200–250 bp using 1× fragmentation solution for 5 min at 70 °C (Ambion). First strand cDNA was synthesized using Superscript II Reverse Transcriptase (Invitrogen) and random hexamers. cDNA was purified with Ampure SPRI beads. The second strand was synthesized using dNTPs (dTTP replaced with dUTP), *Escherichia coli* RNaseH, DNA Ligase, and DNA polymerase I for nick translation. dscDNA were purified and selected for 200–300 bp fragments using a double Ampure SPRI bead selection, blunt-ended, poly A tailed, and ligated with Truseq adaptors using the Illumina DNA Sample Prep Kit (Illumina). Adaptor-ligated DNA was purified using Ampure SPRI beads. The second strand was removed by AmpErase UNG (Applied Biosystems) using a method similar to (Parkhomchuk et al. 2009). Digested cDNA was cleaned with Ampure SPRI beads. Paired-end 76 bp reads were generated by sequencing using the Illumina HiSeq instrument.

### RNA-Seq Read Processing, De Novo Assembly, and Counting

Reads were filtered and mapped as described above. Differential expression analysis was performed with edgeR() (Robinson et al. 2010), using a general linearized model comparing expression in each strain relative to the average expression pattern across strains, with strain background and environmental condition as factors and pairing replicate samples. De novo transcript identification was performed using Trinity (Grabherr et al. 2011). Resulting transcripts are available in supplementary data set S5, Supplementary Material online.

For other expression analysis, genes with fewer than ten mapped reads in at least one experiment were removed from subsequent analysis. These data were subjected to model-based clustering using mclust() (Fraley et al. 2012) with the VII model and *k* = 100. Expression data were visualized using Java TreeView (Saldanha 2004). Enriched gene ontology (GO) categories were assigned using FunSpec or GO-TermFinder (Robinson et al. 2002; Boyle et al. 2004). Additional details are available in supplementary methods, Supplementary Material online. Processed expression data are available in supplementary data sets S6 and S7, Supplementary Material online, respectively. Transcript sequencing data are available through the NCBI Sequence Read Archive under the accessions SRA051794 and SRA146858 (S288c), SRA051792 and SRA146754 (CRB), SRA051801 and SRA146751 (LEP), and SRA149355 (MUSH).

### Population Genomics Analysis

We obtained whole-genome sequence from 63 additional strains of *S. cerevisiae* (supplementary table S3, Supplementary Material online) and performed pairwise whole-genome alignments relative to the reference strain S288c with MUMmer (v3.0; [Kurtz et al. 2004]). We constructed a neighbor-joining tree from all SNPs using PHYLIP (v3.6; [Felsenstein 1989]) and used Structure (v2.3.2.1; [Pritchard et al. 2000]) to infer the population history with 11,795 SNPs distributed approximately evenly across the genome (∼1 SNP/1 kb). We tested *K* from 1 to 7 under the linkage model for 50,000 iterations, after a burn-in of 20,000 to 40,000 iterations. We estimated the posterior probability for each *K* by assuming a uniform prior on *K* = {1, … , 7} and determined that *K = 6* is the most probable model that captures the majority of structure in the data. We calculated the nonsynonymous to synonymous substitution rate (*K*_a_/*K*_s_) using the KaKsCalculator (v2.0; [Wang et al. 2010]) under the MA model.

## Results

Through the course of various phenotyping efforts, we identified three natural-isolate, diploid strains of *S. cerevisiae* that were tolerant to stresses relevant to biofuel production. Strains Y-2209 (“LEP,” isolated from *Lepidopterous* in California) and Y-389 (“MUSH,” isolated from mushrooms) were identified as being among the more tolerant to ethanol treatment and high temperature, respectively (fig. 1). Strain YB-210 (“CRB,” isolated from banana in Costa Rica) was tolerant to several stresses, including ethanol, heat, acetic acid, phenolics, and sodium, as well as ammonia fiber-expansion (AFEX)-treated corn stover hydrolysate (ACSH; [Jin et al. 2013] and fig. 1). CRB, and to some extent MUSH, were also among the strains that could grow well at 40 °C and in ACSH at 42 °C (fig. 1).

### Genome Sequencing Uncovers Extensive Genome Differences

To examine the genotypes of these strains, we sequenced their genomes with high-depth (>200×) short-read (76 bp) Illumina sequencing (see Materials and Methods). After mapping to a composite reference genome representing multiple strains, we identified approximately 44,000–78,000 SNPs and approximately 5,000–10,000 indels for each strain relative to the reference genome (table 1 and supplementary table S4, Supplementary Material online). Approximately 82% of these SNPs have been observed in least one other sequenced strain (Goffeau et al. 1996; Wei et al. 2007; Borneman et al. 2008, 2011; Doniger et al. 2008; Argueso et al. 2009; Novo et al. 2009; Dowell et al. 2010; Akao et al. 2011; Babrzadeh et al. 2012). Of the 21,601 novel SNPs, all but 603 are found in only one of our strains, suggesting they are either false-positive identifications, have emerged through new mutation, or represent polymorphisms present in populations for which complete genome sequence is not yet available (e.g., recent Chinese isolates; [Wang et al. 2012]; supplementary fig. S1, Supplementary Material online). Notably, MUSH contains the largest number of novel SNPs (supplementary table S5, Supplementary Material online).

**Table 1:** Genomic Distribution of Intergenic (I), Synonymous (S), and Nonsynonymous (NS) SNPs

	CRB			LEP			MUSH		
	Hom.	Het.	Total	Hom.	Het.	Total	Hom.	Het.	Total
I	8,849	15,806	24,655	15,439	119	15,437	9,328	17,150	26,478
S	10,432	20,740	31,172	18,192	59	18,251	9,900	22,281	32,181
NS	6,102	10,592	16,694	10,518	89	10,607	6,310	13,085	19,395
Tot.	25,383	47,138	72,521	44,149	267	44,416	25,538	52,516	78,054

Note.—Hom., homozygous; Het., heterozygous.

Heterozygous sites were found in all three diploid sequenced strains; however, there was a wide distribution in the level of heterozygosity, spanning the range measured in other sequenced strains (supplementary table S6, Supplementary Material online; [Akao et al. 2011; Borneman et al. 2011; Magwene et al. 2011; Babrzadeh et al. 2012]). LEP is almost entirely homozygous, with only 267 heterozygous sites (table 1). Although both MUSH and CRB are highly heterozygous, (67% and 65% biallelic SNPs, respectively; table 1), MUSH also contains several regions of loss of heterozygosity (LOH; fig. 2 and supplementary note S1, Supplementary Material online). The genome-wide heterozygosity of CRB may explain the low spore viability of this diploid strain (∼2% viability), which could mask recessive lethal alleles that are uncovered in spores.

We also performed aCGH to assess copy number variation (CNV) across individual genes (see Materials and Methods) and observed extensive CNV in CRB, LEP, and MUSH relative to the diploid reference lab strain DBY8628, most notably in subtelomeric regions, which are known to be enriched for genes involved in stress response and carbohydrate metabolism ([Brown et al. 2010]; see supplementary note S2 and fig. S2, Supplementary Material online).

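Genomic DNA of 3 diploid natural isolates, CRB, LEP, and MUSH, was labeled with Cy5 and hybridized together with Cy3-labeled DNA of DBY8268, a diploid derivative of the laboratory strain S288c whose name is also written DBY8628, to custom tiling arrays. Each strain was hybridized in biological duplicate, which gave 6 arrays. The dyes were not swapped, so a dye effect on a gene cannot be separated from its ratio. The authors deposited 1 log2 ratio of the strain to DBY8268 per gene and array, after probe-level quantile normalization of the log2 ratios, and these ratios were used as deposited. The table held 6302 genes, of which 6279 were nuclear and 23 mitochondrial, and 1 value was missing. The signals of the separate channels were not used here, so the signal over background is not known, and the number of arrays limits the precision. The array medians lay between -0.01 and 0.01. The spread of the ratios over genes, taken from percentiles so that genes with extreme ratios weigh little, was 0.47 and 0.50 on the CRB arrays, 0.27 and 0.16 on the LEP arrays, and 0.29 and 0.23 on the MUSH arrays. The 2 replicates of a gene differed by a median of 0.15 in CRB, 0.17 in LEP, and 0.12 in MUSH, and they differed by more than 1 for 130, 52, and 14 genes, respectively. The correlation of the replicates across genes, which are not independent of each other, was 0.798 in CRB, 0.574 in LEP, and 0.893 in MUSH.

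Genes with a mean log2 ratio above 0.7 were counted as amplified and genes with a mean below -1.0 as potentially deleted. In CRB, 820 genes were amplified and 46 potentially deleted. In LEP, these numbers were 10 and 77, and in MUSH they were 41 and 109. In all, 967 genes, or 15.3% of the table, were called in at least 1 strain. For CRB, the paper raises the concern that the amplified regions near chromosome ends are an artifact. It reports that pulsed-field gel electrophoresis gave no support for such large amplifications, which was not analysed here. Both replicates passed the threshold on their own for 658 amplified and 18 deleted genes in CRB, 4 and 52 in LEP, and 23 and 99 in MUSH. From replicate 2 alone, 99 genes were potentially deleted in CRB, against 56 from replicate 1 alone. From replicate 1 alone, 65 genes were amplified in MUSH, against 49 from replicate 2 alone. The ratios were also tested against 0 with limma, with 1 mean per strain fitted over the 6 arrays and Benjamini-Hochberg adjustment over all genes. The spread of the DBY8268 DNA enters this test only as far as it differed between replicate arrays. At an adjusted p below 0.05, limma called 1599 genes higher and 1149 lower in CRB, 7 higher and 61 lower in LEP, and 240 higher and 312 lower in MUSH. Of the genes past the ratio thresholds, 808 amplified and 39 deleted genes in CRB, 4 and 40 in LEP, and 33 and 100 in MUSH were also called by limma in the same direction. The alternative that moved the CRB count most was removal of the trend of the ratio with distance to the chromosome end within each array, which left 105 amplified genes, 75 of them among the 820. Scaling all 6 arrays to one distribution gave 155 amplified and 87 deleted genes in CRB, 86 and 88 in LEP, and 122 and 100 in MUSH. The amplified share of the calls was then 64.1% in place of 94.7% in CRB, 49.4% in place of 11.5% in LEP, and 55.0% in place of 27.3% in MUSH.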

### Nonrandom SNP Distributions Suggest Signatures of Selection

For all three strains, approximately one-third of detected SNPs were intergenic (table 1), whereas only about 25% of the *S. cerevisiae* genome is noncoding (Cherry et al. 2012). This indicates a significant skew toward intergenic SNPs in all strains (Bonferroni-corrected *P* < 1e-92, hypergeometric test comparing SNPs per total base pairs in each class), likely due to reduced functional constraint in intergenic sequences (Doniger et al. 2008). Novel SNPs show a similar distribution (although with slightly more SNPs in coding regions; Bonferroni-corrected *P* < 1.89e-20 for CRB and MUSH, hypergeometric test comparing SNPs per total base pairs in each class; supplementary table S5, Supplementary Material online), and are also enriched for heterozygous SNPs relative to the background distribution (supplementary table S5, Supplementary Material online; *P* < 1e-4 for all strains, hypergeometric test). This suggests that many of these SNPs represent true SNPs rather than sequencing error, and indicates that our knowledge of the full spectrum of genetic variation in *S. cerevisiae* is still incomplete.

Between 36% and 39% of SNPs detected in coding regions are nonsynonymous relative to the S288c-derived diploid strain DBY8268, indicating that they change the encoded protein sequence (table 1)*.* Interestingly, in CRB, one of the most heterozygous strains, nonsynonymous mutations are more frequent in homozygous SNPs than in heterozygous SNPs (24% vs. 22%, respectively; *P* < 0.0001, χ^2^ test of association), suggesting that these mutations could represent important functional adaptations. Among all three strains, we identified 57 genes with homozygous nonsense mutations, including 14 in CRB, 39 in LEP, and 27 in MUSH (supplementary data set S1, Supplementary Material online). Interestingly, several genes had premature stop codons in multiple strains: Six genes had the same nonsense mutation in all three strains, and 12 genes had the same nonsense mutation in two of the three strains. None of these genes is essential in S288c (Giaever et al. 2002), raising the possibility that they may be undergoing pseudogenization in these strains.

We assessed the nonsynonymous to synonymous substitution rate (*K*_a_/*K*_s_) relative to the S288c lab strain to identify genes with higher than expected rates of coding change (i.e., *K*_a_/*K*_s_ > 1; supplementary table S8, Supplementary Material online). Although this analysis is complicated by short evolutionary timescales (where polymorphisms may be unique to a single lineage and not fixed in the population; Kryazhimskiy and Plotkin 2008), we nonetheless sought to identify genes subject to higher rates of coding polymorphism. Several stress-responsive transcription factors displayed *K*_a_/*K*_s_ > 1 in both CRB (including *GCN4, K*_a_/*K*_s_ = 1.13; *FLO8, K*_a_/*K*_s_ = 1.27; *MOT3, K*_a_/*K*_s_ = 2.54; and *HOT1, K*_a_/*K*_s_ = 1.07; supplementary data set S2*a*, Supplementary Material online) and MUSH (including *MSN4, K*_a_/*K*_s_ = 1.12; *MOT3*, *K*_a_/*K*_s_ = 1.43; and *HOT1*, *K*_a_/*K*_s_ = 1.80; supplementary data set S2*c*, Supplementary Material online). Strikingly, fast-evolving genes in LEP include components of the cell wall integrity *PKC* MAPKKK pathway (including *WSC2*, *K*_a_/*K*_s_ = 1.8; *WSC3*, *K*_a_/*K*_s_ = 1.10, and *BCK1*, *K*_a_/*K*_s_ = 1.26; *P* < 0.003, hypergeometric distribution; supplementary data set S2*b*, Supplementary Material online). Importantly, enrichment of functional categories is not expected, unless many genes involved in the same functional processes have experienced stepwise coevolution (Bullard et al. 2010). These differences may point to mechanisms of increased stress tolerance in these strains (see Discussion).

### Multistress Resistant Strains Have Highly Mosaic Genome Structures

We inferred the population structure of 66 strains of *S. cerevisiae*, including CRB, LEP, and MUSH (fig. 3 and supplementary figs. S3 and S4, and table S3, Supplementary Material online). Similar to previous studies, we identified five pure lineages among the strains we analyzed (Malaysian, West African, Sake, North American/oak, and European/wine lineages; Liti et al. 2009; Schacherer et al. 2009). However, the genomes of CRB, LEP, and MUSH are all highly mosaic—portions of their genomes have been inherited from each of the ancestral populations. A large portion of the MUSH genome is similar to those of laboratory strains. By contrast, both the CRB and LEP genomes have segments similar to European/wine and Sake strains. The mosaic nature of these genomes is likely due to infrequent mating among ancestral genomes, leading to novel allele combinations that could underlie the extreme stress tolerance of these strains (see Discussion).

**Fig. 3.—:**
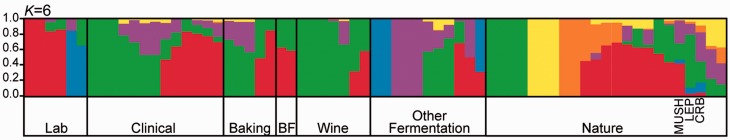
Population structure of 66 *S. cerevisiae* strains. Population structure was inferred using 11,795 evenly distributed SNPs and six ancestral populations, identified as European/wine (green), North American/oak (orange), West African (blue), Sake (purple), and Malaysian (yellow) lineages, as well as various human-associated (red) strains. For each strain indicated on the *x* axis, the height of each colored block represents the proportion of each population assigned to that strain. Labels indicate the source from which each strain was isolated.

### Non-S288c Genes Are Enriched for Specific Functional Processes

We sought to identify unique genes present in these newly sequenced natural isolates but missing from the common S288c genome reference, through several approaches. First, we mapped the DNA sequencing reads to a composite genome sequence that included approximately 50 kb found in the biofuel strain JAY291 but missing from S288c (Argueso et al. 2009). We found that reads from CRB, but not MUSH or LEP, aligned to the JAY291 sequence. Second, we performed de novo assembly of the short-read sequences and annotated regions that did not align with the S288c lab strain. Finally, we generated RNA-seq data for each strain (see below) and identified transcripts through de novo assembly.

Analysis of non-S288c genome sequence revealed several genes present in our newly sequenced natural isolates, but absent from the reference strain S288c (fig. 4 and supplementary tables S9–S11 Supplementary Material online). We detected 25 genes in 269 kb of non-S288c sequence in CRB, 15 genes in 86 kb of non-S288c sequence in LEP, and 12 genes in 53 kb of non-S288c sequence in MUSH. In all three strains, the majority of genes in non-S288c regions are predicted to be involved in carbon or nitrogen metabolism and transport. LEP showed a preponderance of genes linked to the cell wall and nitrogen catabolism, while in MUSH, non-S288c carbon metabolism genes were most abundant compared with other strains. Both CRB- and LEP-specific regions include portions of a five gene, 14-kb region potentially horizontally acquired from *Zygosaccharomyces bailii* and found in many wine strains (fig. 4*B*; [Galeote et al. 2011; Novo et al. 2009]). CRB also includes a nine gene, 23-kb region present in the biofuels strain JAY291 and other industrial fermentation strains (fig. 4*C*; [Argueso et al. 2009; Babrzadeh et al. 2012]). We also detected sequences similar to several genes that have been pseudogenized or are not present in S288c but are present in other wild strains, including *BIO1, BIO3/6, KHS1, RTM1, AWA1*, and *MPR1* (Goto et al. 1991; Ness and Aigle 1995; Takagi et al. 2000; Shimoi et al. 2002; Hall and Dietrich 2007). Other genes known to vary in copy number, including *MAL* activator genes for maltose fermentation and *SUC* genes for sucrose hydrolysis, were also found in our strains.

**Fig. 4.—:**
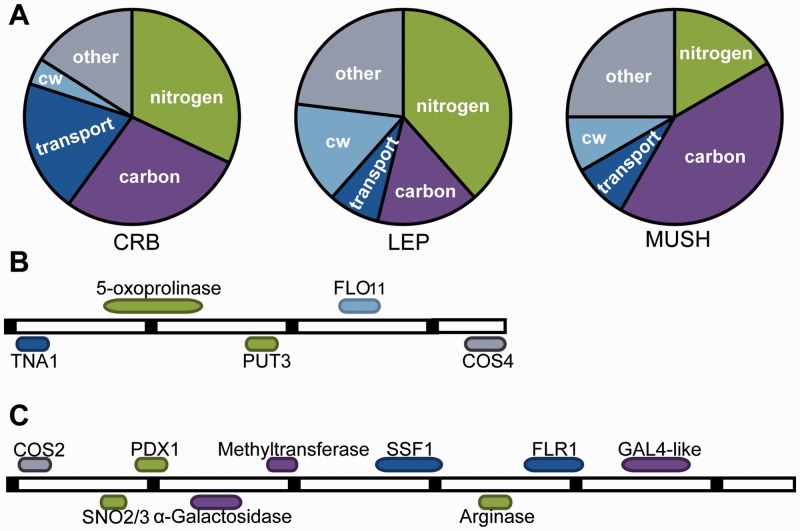
Unique genes in CRB, LEP, and MUSH. A. Functional distribution of 25 non-S288c genes in CRB, 15 non-S288c genes in LEP, and 12 non-S288c genes in MUSH, classified according to predicted GO biological process or molecular function. CW, cell wall; other, unknown or other. (*B* and *C*). Genomic architecture of non-S288c genes in CRB and LEP (*B*) or in CRB and biofuel strain JAY291 (*C*). Black bars are spaced 2 kb apart.

In addition to these genes, we identified between 103 and148 transcripts depending on strain that did not match the S288c transcriptome (supplementary table S12, Supplementary Material online). Roughly half of these transcripts matched noncoding regions in the S288c genome, indicating differential transcription potential across strains, in some cases at S288c pseudogenes. Many of the non-S288c transcripts that did not match the genes described above were related to carbon or nitrogen metabolism and transport, further highlighting the prevalence of these functional groups in the variable gene content of the species.

### Significant Transcriptomic Variation in Response to Stress

To investigate the mechanisms of stress tolerance, we profiled transcriptome changes in the three natural isolates, along with the diploid S288c-derived strain DBY8268, responding in biological duplicate to two stresses related to biofuels production: A 25–37 °C heat shock or treatment with 5% v/v ethanol. We applied a multifactorial linear model to identify genes differentially expressed in each strain, in response to each environment, and in a manner influenced by strain and environment (so-called “Gene by Environment” interactions). In all, we identified 3,404 and 3,256 genes whose expression was significantly altered in response to heat and/or ethanol treatment, respectively (false discovery rate, FDR < 1%), regardless of strain background (fig. 5*A*). Most of the genes responded to both stresses and included the common environmental stress response that is activated by a wide array of diverse stresses (Gasch et al. 2000). In contrast, 691 and 543 genes responded specifically to heat or ethanol, respectively.

**Fig. 5.—:**
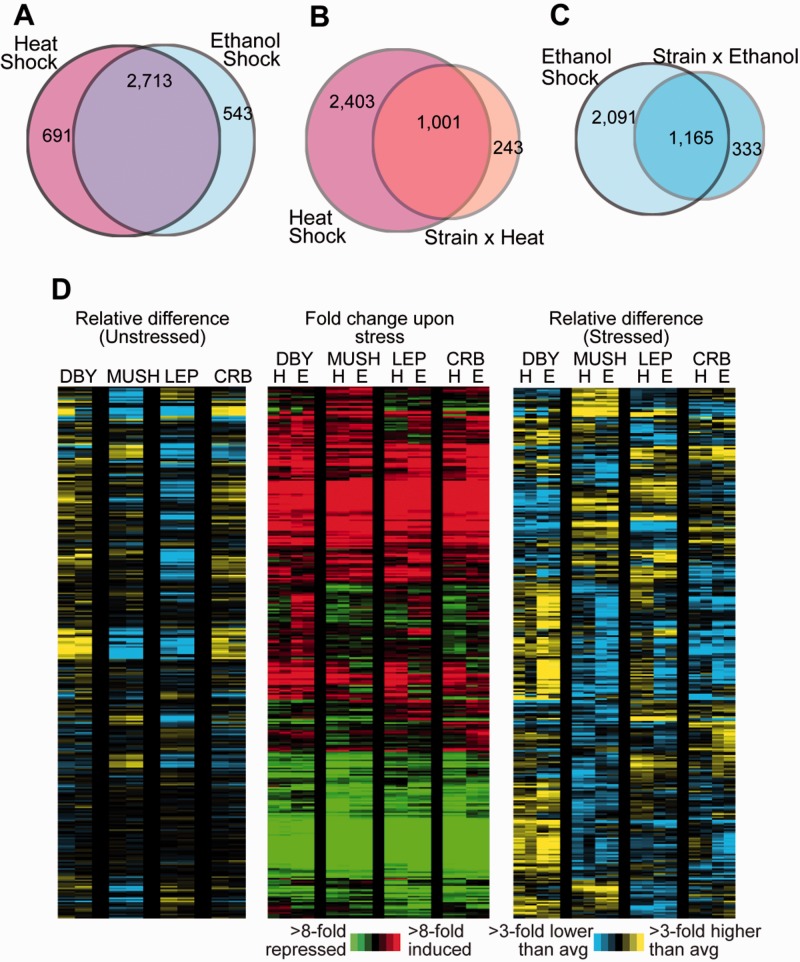
Expression differences across environments and strains. (*A*) Venn diagram representing the number of differentially expressed genes responding to heat or ethanol stress, regardless of strain background. (*B* and *C*) The overlap in heat-responsive genes (independent of strain background, *B*) or ethanol-responsive genes (independent of strain background, *C*) and genes with a strain-by-stress interaction. (*D*) Two hundred forty-eight genes differentially expressed in at least one wild strain. Left: log_2_ expression differences in unstressed strains versus the average of all strains; Middle: log_2_-fold changes in each strain responding to heat (H) or ethanol (E) stress, compared with the strain’s starting expression before addition of stress; Right: Difference in stress-responsive expression in each strain versus the average across all strains. Red/green represents increased/decreased expression in response to each stress; yellow/blue represent higher/lower expression in the denoted strain compared with the average of all strains.

Of the gene expression changes provoked by one or both stresses, we found over 1,962 expression changes that were significantly influenced by genetic background in one or more strains (FDR < 1%), including 478 genes differentially expressed in DBY, 194 in MUSH, 125 in LEP, and 114 in CRB (fig. 5*D*). That the DBY lab strain showed the most strain-specific effects is consistent with prior studies that show this strain is an outlier compared with wild isolates (Kvitek et al. 2008; Lewis et al. 2010; Lewis and Gasch 2012; Hodgins-Davis et al. 2012). The genes with strain-specific effects strongly overlap the genes responsive to heat and ethanol independent of strain background, indicating that much of the genotype-by-environment effects produce quantitative differences in the response. Nonetheless, we also found 243 and 333 genes that showed a heat or ethanol response, respectively, only in specific strains (fig. 5*B* and *C*).

We clustered the strain-specific responses to discover physiological differences in the natural isolates, based on enrichment of GO categories in specific gene clusters. Unlike the other strains, MUSH challenged with ethanol or heat did not strongly induce genes involved hexose transport and amino acid metabolism (Bonferroni-corrected *P* < 0.01, hypergeometric test), perhaps due to reduced impact on these processes. However, MUSH showed greater induction of many stress-activated genes, including those involved in glycogen metabolism. Remarkably, genes with MUSH-specific expression patterns were enriched (Bonferroni-corrected *P* < 0.05, hypergeometric test) for known targets of transcription factors with elevated rates of evolution in MUSH (including Mot3, Hot1, and Msn2 targets, the latter of which strongly overlap with Msn4-regulated genes; table 2; [Berry and Gasch 2008]). CRB showed a unique response to ethanol compared with the other strains, including stronger induction of many stress responsive genes and unique induction of a group of genes involved in aromatic amino acid biosynthesis. CRB-specific expression effects were also enriched (Bonferroni-corrected *P* < 0.05, hypergeometric test) at targets of transcription factors under selection (including Gcn4, Flo8, and Hot1 targets; table 2), indicating that the elevated rates of regulator evolution have downstream consequences.

**Table 2:** Enrichment for Targets of TFs with Evidence for Selection in 217 CRB-Specifically Induced Genes, 311 LEP-Specifically Induced Genes, or 301 MUSH-Specifically Induced Genes

**TF**	***K*_a_**	***K*_s_**	*K*_a_/*K*_s_	***P* value****^a^**	**Number of Targ. in Cluster**	**Number of Targ. in Genome**
**CRB**						
Gcn4	0.0049	0.0043	1.137	6.33e-11	25	118
Flo8	0.0048	0.0037	1.268	1.92e-4	24	216
Hot1	0.0047	0.0044	1.072	0.0404	9	67
**LEP**						
Flo8	0.0059	0.0018	3.288	4.25e-6	33	216
**MUSH**						
Mot3	0.0037	0.0026	1.429	7.64e-4	11	47
Msn2/4	0.0087	0.0078	1.123	0.0457^b^	23	209
Hot1	0.0080	0.0044	1.804	0.0286	11	67

Note.—TFs, transcription factors; Targ., target.

^a^*P* value from Bonferroni-corrected hypergeometric test.

^b^Enrichment for Msn2 targets.

We were particularly interested to see if strain-specific expression differences occurred at genes known to be important for heat or ethanol tolerance in the lab strain. In all strains, the genes with strain-specific responses were enriched for genes identified in screens of the laboratory deletion library as important for ethanol tolerance (*P* < 0.01, hypergeometric test; supplementary table S13, Supplementary Material online). Intriguingly, the affected genes in MUSH included several protein-folding chaperones (including *HSP26, FES1, YDJ1*), whereas genes common to MUSH and CRB included proteins involved in tryptophan and aromatic amino acid biosynthesis (*ARO1, ARO3, TRP2,* and *TRP3*, in one or both strains). These results hint at possible mechanisms of stress tolerance in these strains (see Discussion).

## Discussion

Wild isolates of *S. cerevisiae* represent untapped resources of genetic diversity for genetic engineering and can provide information about the genetic basis of novel phenotypes. Here, we focused on three strains with extreme stress tolerance, which we sought to decipher through genome and transcriptome sequencing. Our results contribute to our understanding of the ecology, evolution, and genotype–phenotype relationships of natural yeast strains.

Differences in the sequence and genome content of the strains studied here suggest disparities in their life histories. All three strains display mosaic genomes, reflecting recent admixture with other distinct lineages through infrequent mating. However, LEP is nearly entirely homozygous, suggesting a clonal lifestyle with little outcrossing to maintain heterozygosity. MUSH and CRB are both highly heterozygous strains, but whereas the MUSH genome is punctuated by regions of LOH, CRB displays little LOH. The latter is surprising, because extensive LOH has been observed in most other sequenced diploid strains of *S. cerevisiae* (Akao et al. 2011; Borneman et al. 2011; Magwene et al. 2011; Babrzadeh et al. 2012). One possibility is that CRB maintains heterozygosity to mask recessive lethal alleles (which may contribute to the low spore viability of this strain) or that the strain may represent a very recent hybrid with some other barrier to spore viability. How mosaicism has influenced the ecological relationships of these strains is unclear. It is notable that the strains sequenced here are generally outliers in terms of stress tolerance, indicating that the phenotypes are not merely due to inheritance of single genes with standing variation. Instead, the reassortment of alleles may have uncovered extreme-stress resistance phenotypes by providing new allelic combinations of relevant gene sets. It is also possible that new mutations specific to these strains contributed to the phenotypes.

Our results expand the known genomic landscape of *S. cerevisiae* as a species. At least 10% of SNPs we identified were previously unknown; their nonrandom genomic distribution suggests that they emerged as new mutations or represent previously unseen minor alleles. A lower bound estimate of 0.4–2% of genome content varies across these strains, corresponding to variation in the presence of 0.2–0.4% of all yeast genes. An interesting theme among these variable genes, as well as transcripts not encoded by the lab-strain genome, is that many are related to carbon and nitrogen metabolism as well as transport. Differences in carbon utilization, nitrogen/amino acid metabolism, and transporter functions have been previously found to vary within and across yeast species, in a variety of studies (Townsend 2003; Kvitek et al. 2008; Hittinger et al. 2010; Wenger et al. 2010; Will et al. 2010; Chang and Leu 2011; Gutierrez et al. 2013; Opulente et al. 2013), raising the possibility that these processes are highly variable in nature.

We also uncovered a striking level of nonsynonymous coding differences, in some cases reflecting nonsense alleles and in others revealing elevated rates of change that can be a signature of selection. The significant differences across this relatively small set of strains underscore the level of genetic diversity in the species. Although many of these differences may be (nearly) neutral, others may contribute to phenotypic differences across strains. Along these lines, it is especially notable that half of the environment-responsive transcript changes we observed showed strain-specific effects. Furthermore, the transcripts expressed in a strain-specific manner were enriched for targets of transcription factors putatively under positive selection in individual strains (*K*_a_/*K*_s_ > 1). Thus, genotype-by-environment interactions are prevalent and likely affect many different yeast phenotypes.

The genomic differences uncovered here provide clues to the potential mechanisms of stress tolerance. The ethanol-tolerant LEP strain carries a preponderance of non-S288c genes related to the cell wall (fig. 4) and displays elevated rates of coding-sequence changes in genes in the *PKC* cell wall-integrity signaling pathway. Together, these data raise the possibility that cell wall differences have been positively selected in the LEP background. Given that the cell surface is a prime target of ethanol stress (van Voorst et al. 2006; Teixeira et al. 2009), and cell wall differences could contribute to the LEP ethanol resistance trait.

The heat-resistant MUSH strain displays several unique features related to carbon metabolism—previously shown to impact thermotolerance (Gibney et al. 2013)—including an enrichment of non-S288c genes linked to carbon response and differences in expression of carbon metabolism genes. MUSH also shows elevated sequence changes in stress-activated transcription factors, including the multistress activated Msn4, and hyper-activation of Msn2/Msn4 targets including protein-folding chaperones required for heat survival.

Finally, the multistress resistant CRB strain displays unique induction of genes involved in aromatic amino acid metabolism, which were previously shown important for ethanol tolerance, perhaps due to alterations in membrane fluidity (Hirasawa et al. 2007; Yoshikawa et al. 2009). Notably, lab strains lacking these genes emerge as sensitive to ACSH in several high-throughput screens (manuscript in preparation), suggesting that the unique expression response in CRB may also contribute to ACSH resistance.

The level of phenotypic variation in natural and industrial *S. cerevisiae* strains is only beginning to emerge, thanks to high-throughput screening efforts. An important area of ongoing work is to determine the causal genetic differences that underlie those traits and their evolutionary histories. Nonetheless, natural variation in wild strains provides an excellent starting point for future dissection of stress-resistance mechanisms as well as engineering for bioproduct formation.

## Supplementary Material

Supplementary figures S1–S6, tables S1–S13, notes S1 and S2, data set S1–S7, methods, and references are available at *Genome Biology and Evolution* online (http://www.gbe.oxfordjournals.org/).

Supplementary Data

# Supplementary material for: Comparative Genomics of Saccharomyces cerevisiae Natural Isolates for Bioenergy Production
**Source:** Genome Biol Evol. 2014 Sep 5;6(9):2557–66. doi: 10.1093/gbe/evu199
**Supplement:** Supplementary Data

Comparative genomics of Saccharomyces cerevisiae natural isolates for bioenergy production — Comparative Genomics of Saccharomyces cerevisiae Natural Isolates for Bioenergy Production — Supplementary Data 

# Comparative Genomics of *Saccharomyces cerevisiae* Natural Isolates for Bioenergy Production

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

# Supplementary material for: Comparative Genomics of Saccharomyces cerevisiae Natural Isolates for Bioenergy Production
**Source:** Genome Biol Evol. 2014 Sep 5;6(9):2557–66. doi: 10.1093/gbe/evu199
**Supplement:** Supplementary Data

## Supplementary Information Appendix for:

### Comparative genomics of *Saccharomyces cerevisiae* natural isolates for bioenergy production

Dana J. Wohlbach<sup>1,2,4</sup>, Nikolay Rovinskiy<sup>1,2</sup>, Jeffrey A. Lewis<sup>1,2,5</sup>, Maria Sardi<sup>1,2</sup>, Wendy S. Schackwitz<sup>3</sup>, Joel A. Martin<sup>3</sup>, Shweta Deshpande<sup>3</sup>, Christopher G. Daum<sup>3</sup>, Anna Lipzen<sup>3</sup>, Trey K. Sato<sup>2</sup>, Audrey P. Gasch<sup>1,2,\*</sup>

## SUPPLEMENTARY NOTES

### **Note S1: Varying levels and patterns of heterozygosity in multi-stress resistant strains.**

We observed six large regions of LOH in MUSH: in the right arms of chromosome II, VII, XII, and XV, and in the left arms of chromosomes II and IX (Table S4). These regions of LOH vary in size from ~25 kb to ~460 kb, and in all cases continue to the ends of chromosomes. Interestingly, many of the MUSH regions of LOH overlap with regions of LOH found in other heterozygous strains (Babrzadeh, et al., 2012; Magwene, et al., 2011).

**Note S2: Extensive copy number variation in multi-stress resistant strains.** We assessed copy number variation (CNV) in CRB, LEP, and MUSH relative to the diploid reference lab strain DBY8628 using array-based comparative genomic hybridizations in biological duplicate. Consistent with previous studies (Bergström, et al., 2014; Dunn, et al., 2012; Kvitek, et al., 2008), we observed numerous amplifications and deletions in all of the natural isolates relative to the reference strain, most notably in subtelomeric regions (Figure S4 and Dataset S3).

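The position of a gene was taken as the distance of its midpoint from the nearer end of its chromosome, in the coordinates of the S288c R64 assembly, with the outermost annotated gene end taken as the right end of the chromosome. A position was known for 5718 of the 6279 nuclear genes. For genes listed in Dataset S3 with coordinates, the coordinates were equal for 841 of 845. The text gives no distance for the subtelomeric regions, and 30 kb was used. Within 30 kb of an end lay 5.04% of the genes with a position. Amplified genes lay there in 237 of 748 cases in CRB (31.7%), 3 of 8 in LEP (37.5%), and 16 of 35 in MUSH (45.7%). Potentially deleted genes lay there in 5 of 34 cases in CRB (14.7%), 29 of 66 in LEP (43.9%), and 30 of 80 in MUSH (37.5%). The calls were rotated along the gene order, every rotation once, which keeps runs of neighboring calls together. In this one-sided permutation test the shares were higher than expected for genes amplified in CRB (p = 0.000525), LEP (p = 0.0437), and MUSH (p = 0.000525), and for genes deleted in LEP (p = 0.000874) and MUSH (p = 0.00157), but not for genes deleted in CRB (p = 0.0930). The smallest p that the rotations allow is 0.000175. The LEP amplified share rests on 1 array, since it was 14.3% (permutation test, p = 0.275) from replicate 1 alone and 54.5% (p = 0.00315) from replicate 2 alone. The CRB deleted share was 24.3% (permutation test, p = 0.00752) from replicate 1 alone and 6.25% (p = 0.386) from replicate 2 alone. The MUSH amplified share was 29.4% (permutation test, p = 0.000525) from replicate 1 alone and 45.2% (p = 0.000700) from replicate 2 alone.

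Among genes past the threshold on both arrays and called by limma, the highest ratios in CRB were those of AQY1, YRF1-2, and YCL074W. AQY1 (YPR192W, chromosome XVI, 921860 to 922777) had a log2 ratio of 2.48 ± 0.32 (SD, n = 2), and its limma adjusted p was 0.000287. YRF1-2 (YER190W, chromosome V, 571480 to 576525) had a ratio of 2.29 ± 1.25, with 3.17 on replicate 1 and 1.40 on replicate 2. YCL074W (chromosome III, 2824 to 3750) had a ratio of 2.28 ± 0.20. In LEP, the highest ratio was 0.98 ± 0.069 at YOL160W (chromosome XV, 14313 to 14654). In MUSH, the highest ratios were 1.95 ± 0.10 at YAL066W and 1.44 ± 0.13 at SEO1 (YAL067C, chromosome I, 7235 to 9016). Among the deleted genes chosen in the same way, the lowest ratio in each of the 3 strains was that of YOL164W-A (chromosome XV, 4130 to 4312), at -4.74 ± 1.17 in CRB, -4.81 ± 1.41 in LEP, and -5.57 ± 0.068 in MUSH. Runs of 5 or more neighboring amplified genes numbered 46 in CRB and held 473 genes, and neither LEP nor MUSH had such a run of amplified genes. The longest run in CRB had 28 genes on chromosome XIV, from YNL338W to STB1 (8330 to 53924), with mean ratios between 0.70 and 1.80, and 27 of the genes passed the threshold on both arrays. Runs of 5 or more neighboring deleted genes numbered 2 in LEP and 5 in MUSH. The longest had 6 genes in LEP, from UIP3 to MST28 on chromosome I (183770 to 188811, median -3.27), and 7 genes in MUSH, from YOL166W-A to YOL160W on chromosome XV (585 to 14654, median -4.43). Of these, 5 of the 6 genes in LEP and 6 of the 7 in MUSH passed the threshold on both arrays. UIP3, the first gene of the LEP run, stood at -0.32 on replicate 1 and -3.28 on replicate 2, so the start and length of that run rest on 1 array.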

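For each of the 16 chromosomes, the median log2 ratio in CRB of the genes within 30 kb of either end was set against the median of the genes over 100 kb from both ends. The ends were higher on 16 of 16 chromosomes, by 1.11 ± 0.27 on average (SD over chromosomes). An exact two-sided sign-flip permutation test with the chromosome as the unit gave p = 3.05e-05, the smallest p that 16 chromosomes allow. Chromosomes are units within 1 strain and not biological replicates. The difference was smallest on chromosome I (0.44), whose 10 genes over 100 kb from both ends all lie within 113 kb of an end, and largest on chromosome XVI (1.56). Of the genes within 30 kb of an end, 82.3% were amplified. Taken by arm, the median of these genes was above 0 on 31 of 32 arms and above 0.7 on 29, and each of the 32 arms had at least 1 amplified gene there. The median was lowest on the left arm of chromosome XV (-0.22), where 4 neighboring genes that were also deleted in LEP and MUSH lie, and highest on the right arm of chromosome XVI (1.62). The raised ratios were not limited to the outermost genes, since the genes 50 to 80 kb from an end were higher than the interior by 0.66 ± 0.20 (exact sign-flip test, p = 3.05e-05). The same comparison of ends and interior gave -0.36 ± 0.21 in LEP, with 0 of 16 chromosomes higher at the ends (exact sign-flip test, p = 3.05e-05), and -0.13 ± 0.41 in MUSH, with 6 of 16 higher (exact sign-flip test, p = 0.250). The number of chromosomes higher at the ends in MUSH depended on the array, with 6 of 16 on replicate 1 and 11 of 16 on replicate 2. The alternative that moved the CRB difference most, scaling all arrays to one distribution, gave 0.63 (exact sign-flip test, p = 3.05e-05).

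**Figure D1:**
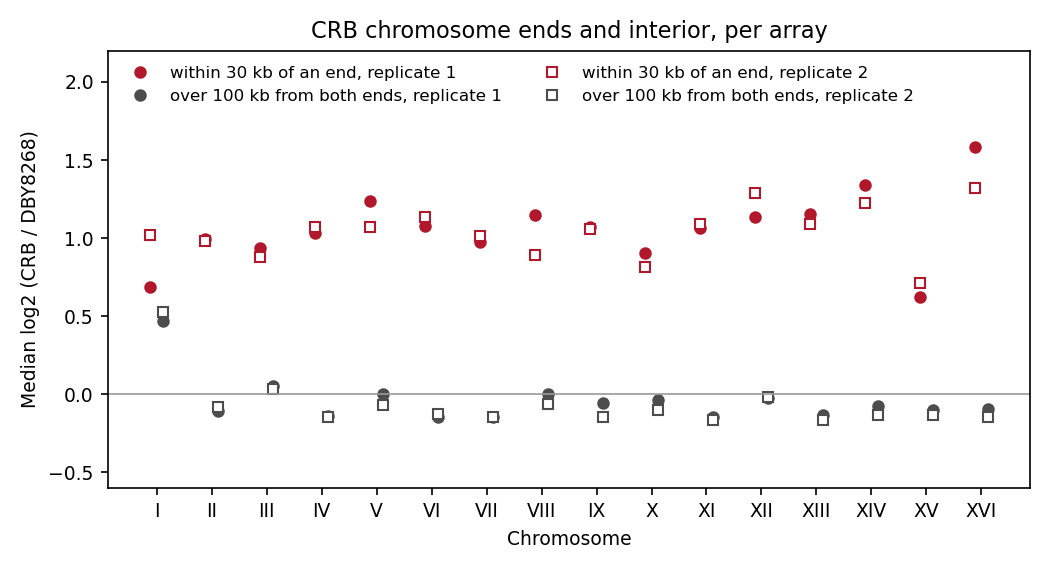
Median log2 ratio of CRB to DBY8268 (y axis) for each chromosome (x axis), with the genes within 30 kb of an end in red and the genes over 100 kb from both ends in gray; filled circles are replicate 1 and open squares replicate 2. The ends are above the interior on each of the 16 chromosomes on both arrays, and the interior of chromosome I, which reaches no farther than 113 kb from an end, lies above that of the others.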

Using aCGH, we also observed large amplified regions found near the ends of every chromosome in CRB, a finding supported by sequence-read depth of coverage (DOC; Figure S5). 

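The CRB pattern was compared between the 2 biological replicates. The ends were above the interior by 1.10 on replicate 1 and by 1.11 on replicate 2, and the difference between the replicates was -0.0075 ± 0.12 (SD over 16 chromosomes; exact sign-flip test, p = 0.811). The median ratio of genes within 15 kb of an end was 1.07 on replicate 1 and 1.04 on replicate 2. It was 0.91 and 0.88 at 30 to 50 kb, 0.37 and 0.38 at 80 to 100 kb, and -0.15 and -0.17 beyond 300 kb. The replicates of the other strains differed more at the ends. In LEP, the ends were below the interior by a log2 ratio of -0.46 on replicate 1 and -0.25 on replicate 2, a difference of -0.21 ± 0.075 (exact sign-flip test, p = 3.05e-05). In MUSH, the values were -0.21 and -0.051, a difference of -0.16 ± 0.14 (exact sign-flip test, p = 0.00125). The ends of CRB exceeded those of LEP by 1.47 ± 0.23 and those of MUSH by 1.24 ± 0.22 (exact sign-flip test, p = 3.05e-05 for both), each relative to its own interior. From the amplifications and deletions in the 3 isolates, the paper states that they lie most notably in subtelomeric regions, and for CRB it sets the aCGH pattern beside sequence-read DOC, which was not analysed here.

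**Figure D2:**
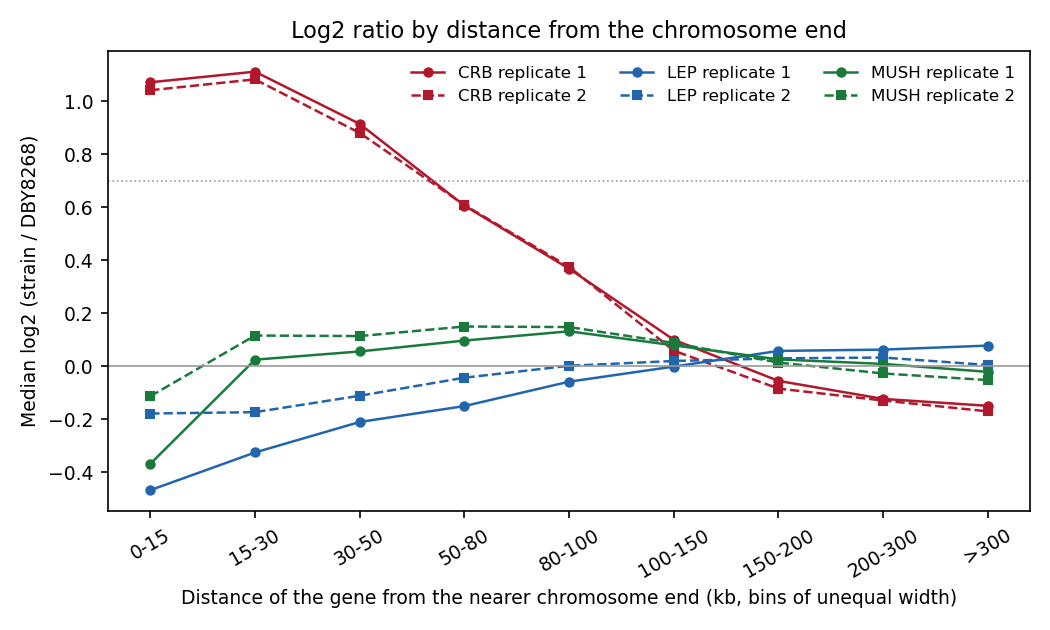
Median log2 ratio of the strain to DBY8268 (y axis) for genes binned by distance from the nearer chromosome end in kb (x axis, bins of unequal width), 1 line per array; the dotted line marks 0.7. Both CRB arrays fall from above 1.00 within 30 kb of the ends to below 0 beyond 150 kb, while both LEP arrays lie below 0 within 80 kb of the ends.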

Although this pattern of sub-telomeric amplification was observed for multiple different DNA preparations, performed side-by-side with reference strains, and using two different methodologies (aCGH and DOC), we were concerned that the pattern was artifactual. To address this issue, we performed physical separation of chromosomes with pulsed-field gel electrophoresis (PFGE; Figure S6). PFGE does not support the large-scale amplifications observed by aCGH in CRB; however, this technique does indicate karyotype differences for CRB, and possibly MUSH.

Sequence-read DOC also suggested that CRB is triploid at Chr I. However, we note that assessing CNV with short-read sequencing presents unique challenges, particularly for sub-telomeric regions which show poor structural conservation (Bergström, et al., 2014).

## SUPPLEMENTARY METHODS

**Read mapping and SNP calling for Genome Sequencing.** Reads were trimmed at the 3' end when base quality fell below Q20 using Trimmomatic (v0.30; (Bolger, et al., 2014)). Reads were mapped to a composite *S. cerevisiae* reference genome, including strain S288c (NCBI RefSeq, February 2011) plus sequence missing from S288c but identified in biofuels strain JAY291 (Argueso, et al., 2009). Read mapping was performed with Burrows-Wheeler Alignment (BWA, v1.2.2; (Li, et al., 2009)) using default parameters except the fraction of missing alignments threshold was 0.08 (-n in "bwa aln").

SNP and indel detection was performed with the Genome Analysis Toolkit (GATK, v2.7; (McKenna, et al., 2010)), following their "best-practice" variant calling workflow for calling variants with the HaplotypeCaller ([www.broadinstitute.org/gatk/](http://www.broadinstitute.org/gatk/)). Duplicate reads were marked, followed by base quality recalibration using a dbSNP designed for *S. cerevisiae* (see Population genomics analysis). To minimize false positive SNP calls, we applied variant quality score recalibration (VQSR) at the 90% threshold. To minimize false positive indel calls, stringent parameters were used to filter variants on the basis of variant confidence by depth (QD < 2.0), strand bias (FS > 200), and distance from the end of the read (ReadPosRankSum < -20.0). Custom perl scripts were used to further analyze variant output.

**Genome Sequencing *de novo* Assembly.** *de novo* genome assembly was performed using String Graph Assembler (SGA, v0.9.19; (Simpson, et al., 2012)), with a minimum k-mer coverage of 2 (-x in "sga filter") and a minimum length of a contig for inclusion in a scaffold of 200 bp (-m in "sga scaffold"). We also tuned the correction k-mer value (-k in "sga correct") and the minimum overlap (-m in "sga fm-merge") for each genome (Table S13). Contigs generated from the *de novo* assembly were aligned to the S288c genome using the nucmer algorithm in MUMmer (v3.0; (Kurtz, et al., 2004)), and novel sequence not present in S288c was identified using custom perl scripts. Gene prediction on novel sequence was performed using GlimmerHMM (v3.0.2; (Majoros, et al., 2004)) trained on *S. cerevisiae* transcripts. Genome sequencing data for each strain are available through their US DOE Joint Genome Institute genome portals (<http://jgi.doe.gov/>).

**RNA-Seq *de novo* Assembly and Counting.** Read counts per gene were summarized using HTSeq (v0.5.4p3; <http://www-huber.embl.de/users/anders/HTSeq/>). The general linearized model used for differential expression analysis identifies genes whose expression changes in response to each condition regardless of strain background, in each strain regardless of treatment, and in a manner where strain and condition interact (*i.e.* genes with genotype-by-environment interaction). To identify transcripts *de novo*, paired-end fastq files containing the sequencing results were subjected to Trinity (Grabherr, et al.,

2011). Identified transcripts were subjected to BLAST (v2.2.28+; (Camacho, et al., 2009)) searches against the S288c transcriptome. Sequences with significant hits ( $E\text{-value} < 10^{-5}$ ) were removed, and redundant transcripts from each strain were collapsed, taking the longest transcript as a representative. Transcripts were compared to the S288c transcriptome using BLAST (v2.2.28+; (Camacho, et al., 2009)). To identify homology to other known sequences, the remaining transcripts were subjected to blast against the NCBI nucleotide collection or blastx against NCBI non-redundant protein sequence database. Resulting transcripts are available in Dataset S5.

For other expression analysis, genes with fewer than ten mapped reads in at least one experiment were removed from subsequent analysis. The RNA-Seq data were converted to reads per kilobase of gene per million mapped reads (Mortazavi, et al., 2008) and the  $\log_2$  fold-change in expression after treatment was taken for subsequent analysis. In some cases, the  $\log_2$  expression difference between each strain and the average of all strains was also analyzed. These data were subjected to model-based clustering using the *mclust()* R package (Fraley, et al., 2012) with the VII model and  $k = 100$  clusters. Highly similar clusters were collapsed using custom scripts that considered 1) cluster centroid similarity and 2) heterogeneity in potentially merged clusters. Cluster centroids were arranged by hierarchically clustered based on the Pearson product-moment correlation coefficient. Cluster heterogeneity was scored as standard deviation of gene expression covariances within the cluster. Clusters identified by *mclust* were collapsed only if the Pearson product-moment correlation coefficient of their centroids was  $> 0.8$  and heterogeneity in merged cluster was  $\leq 0.5$ . The process was performed iteratively until stable. Results from edgeR and processed expression data are available in Datasets S6 and S7, respectively.

**Pulsed-Field Gel Electrophoresis (PFGE).** Agarose-embedded chromosomal DNA was prepared using InCert agarose (Lonza Rockland, Inc.) as previously described (Lai, et al., 1989). Chromosomes were separated using a CHEF-DR III system (BioRad). Gels were run for 24 h, with a 60 s pulse time at a  $120^\circ$  angle. Migrations were performed at  $14^\circ\text{C}$  with a constant voltage of 6 V/cm.

## SUPPLEMENTARY REFERENCES

- Akao T, *et al.* 2011. Whole-genome sequencing of sake yeast *Saccharomyces cerevisiae* Kyokai no. 7. DNA Res. 18:423-434.
- Argueso JL, *et al.* 2009. Genome structure of a *Saccharomyces cerevisiae* strain widely used in bioethanol production. Genome Res. 19:2258-2270.
- Babrzadeh F, *et al.* 2012. Whole-genome sequencing of the efficient industrial fuel-ethanol fermentative *Saccharomyces cerevisiae* strain CAT-1. Mol Genet Genomics. 287:485-494.
- Bergström A, *et al.* 2014. A high-definition view of functional genetic variation from natural yeast genomes. Mol Biol Evol. 31:872-888.
- Bolger AM, Lohse M and Usadel B. 2014. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.
- Borneman AR, *et al.* 2011. Whole-genome comparison reveals novel genetic elements that characterize the genome of industrial strains of *Saccharomyces cerevisiae*. PLoS Genet. 7:e1001287.
- Camacho C, *et al.* 2009. BLAST+: architecture and applications. BMC Bioinformatics. 10:421-429.
- Doniger SW, *et al.* 2008. A catalog of neutral and deleterious polymorphism in yeast. PLoS Genet. 4:e1000183.
- Dunn B, *et al.* 2012. Analysis of the *Saccharomyces cerevisiae* pan-genome reveals a pool of copy number variants distributed in diverse yeast strains from differing industrial environments. Genome Res. 22:908-924.
- Fraley C, Raftery AE, Murphy TB and Scrucca L. mclust version 4 for R: Normal mixture modeling for model-based clustering, classification, and density estimation. In.; 2012.
- Gibney PA, *et al.* 2013. Yeast metabolic and signaling genes are required for heat-shock survival and have little overlap with the heat-induced genes. Proc Natl Acad Sci USA. 110:E4393-4402.
- Grabherr MG, *et al.* 2011. Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 29:644-652.
- Kubota S, *et al.* 2004. Effect of ethanol on cell growth of budding yeast: genes that are important for cell growth in the presence of ethanol. Biosci Biotech Bioch. 68:968-972.
- Kurtz S, *et al.* 2004. Versatile and open software for comparing large genomes. Genome Biol. 5:R12.
- Kvitek DJ, Will JL and Gasch AP. 2008. Variations in stress sensitivity and genomic expression in diverse *S. cerevisiae* isolates. PLoS Genet. 4:e1000223.

- Lai E, *et al.* 1989. Pulsed field gel electrophoresis. *BioTechniques*. 7:34-42.
- Li H and Durbin R. 2009. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics*. 25:1754-1760.
- Liti G, *et al.* 2009. Population genomics of domestic and wild yeasts. *Nature*. 458:337-341.
- Magwene PM, *et al.* 2011. Outcrossing, mitotic recombination, and life-history trade-offs shape genome evolution in *Saccharomyces cerevisiae*. *Proc Natl Acad Sci USA*. 108:1987-1992.
- Majoros WH, Pertea M and Salzberg SL. 2004. TigrScan and GlimmerHMM: two open source *ab initio* eukaryotic gene-finders. *Bioinformatics*. 20:2878-2879.
- McKenna A, *et al.* 2010. The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res*. 20:1297-1303.
- Mortazavi A, *et al.* 2008. Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat Methods*. 5:621-628.
- Simpson JT and Durbin R. 2012. Efficient *de novo* assembly of large genomes using compressed data structures. *Genome Res*. 22:549-556.
- Teixeira MC, *et al.* 2009. Genome-wide identification of *Saccharomyces cerevisiae* genes required for maximal tolerance to ethanol. *Appl Environ Microbiol*. 75:5761-5772.
- van Voorst F, *et al.* 2006. Genome-wide identification of genes required for growth of *Saccharomyces cerevisiae* under ethanol stress. *Yeast*. 23:351-359.
- Wei W, *et al.* 2007. Genome sequencing and comparative analysis of *Saccharomyces cerevisiae* strain YJM789. *Proc Natl Acad Sci USA*. 104:12825-12830.
- Yoshikawa K, *et al.* 2009. Comprehensive phenotypic analysis for identification of genes affecting growth under ethanol stress in *Saccharomyces cerevisiae*. *FEMS Yeast Res*. 9:32-44.

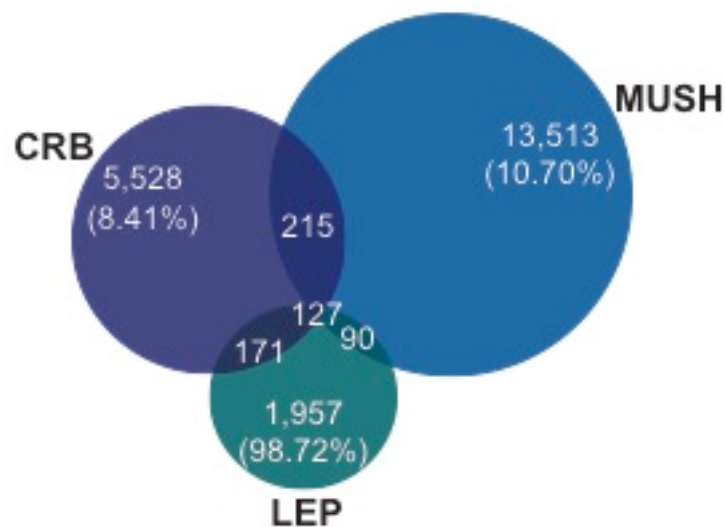

**Figure S1. Distribution of novel SNPs detected in this study.** The 21,601 SNPs represented here were not detected in any other fully sequenced strain of *S. cerevisiae*. Of these, 603 were detected in more than one of our strains; only 127 unique SNPs were commonly identified in all three of our strains. Numbers in parentheses represent the proportion of SNPs that are homozygous for a given strain. See also Table S1.

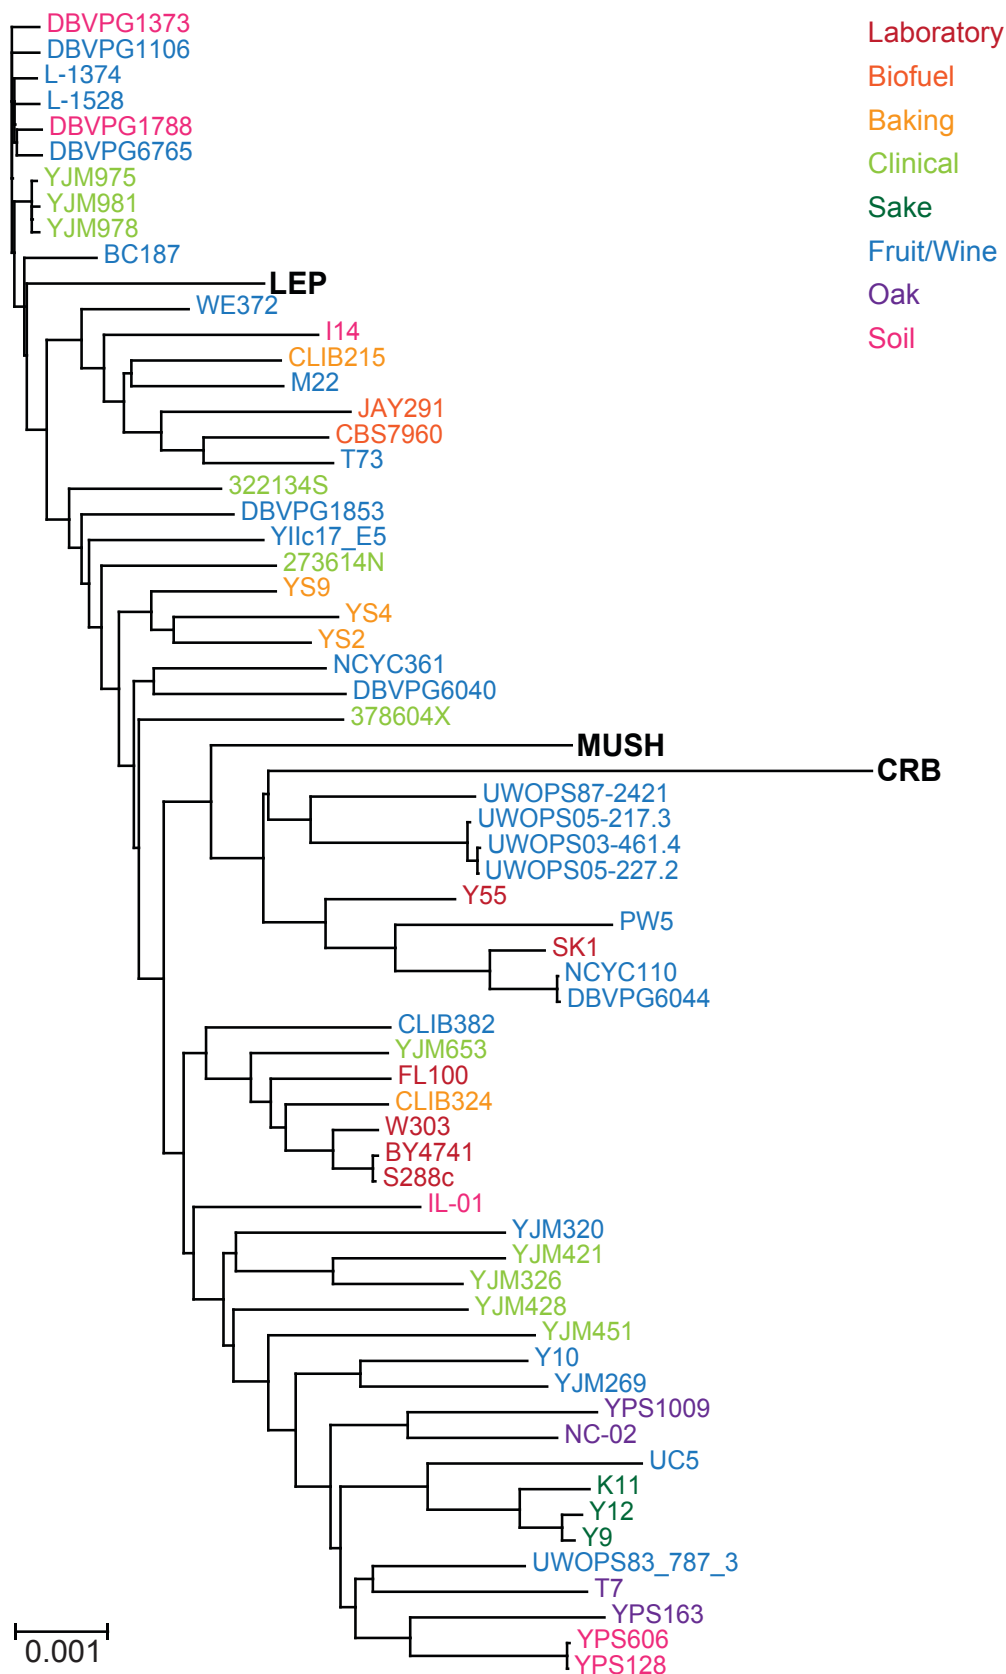

**Figure S2. Neighbor-joining phylogeny of 66 *S. cerevisiae* strains.** Strains are color-coded according to the niche from which they were isolated. Scale bar represents nucleotide substitutions per site.

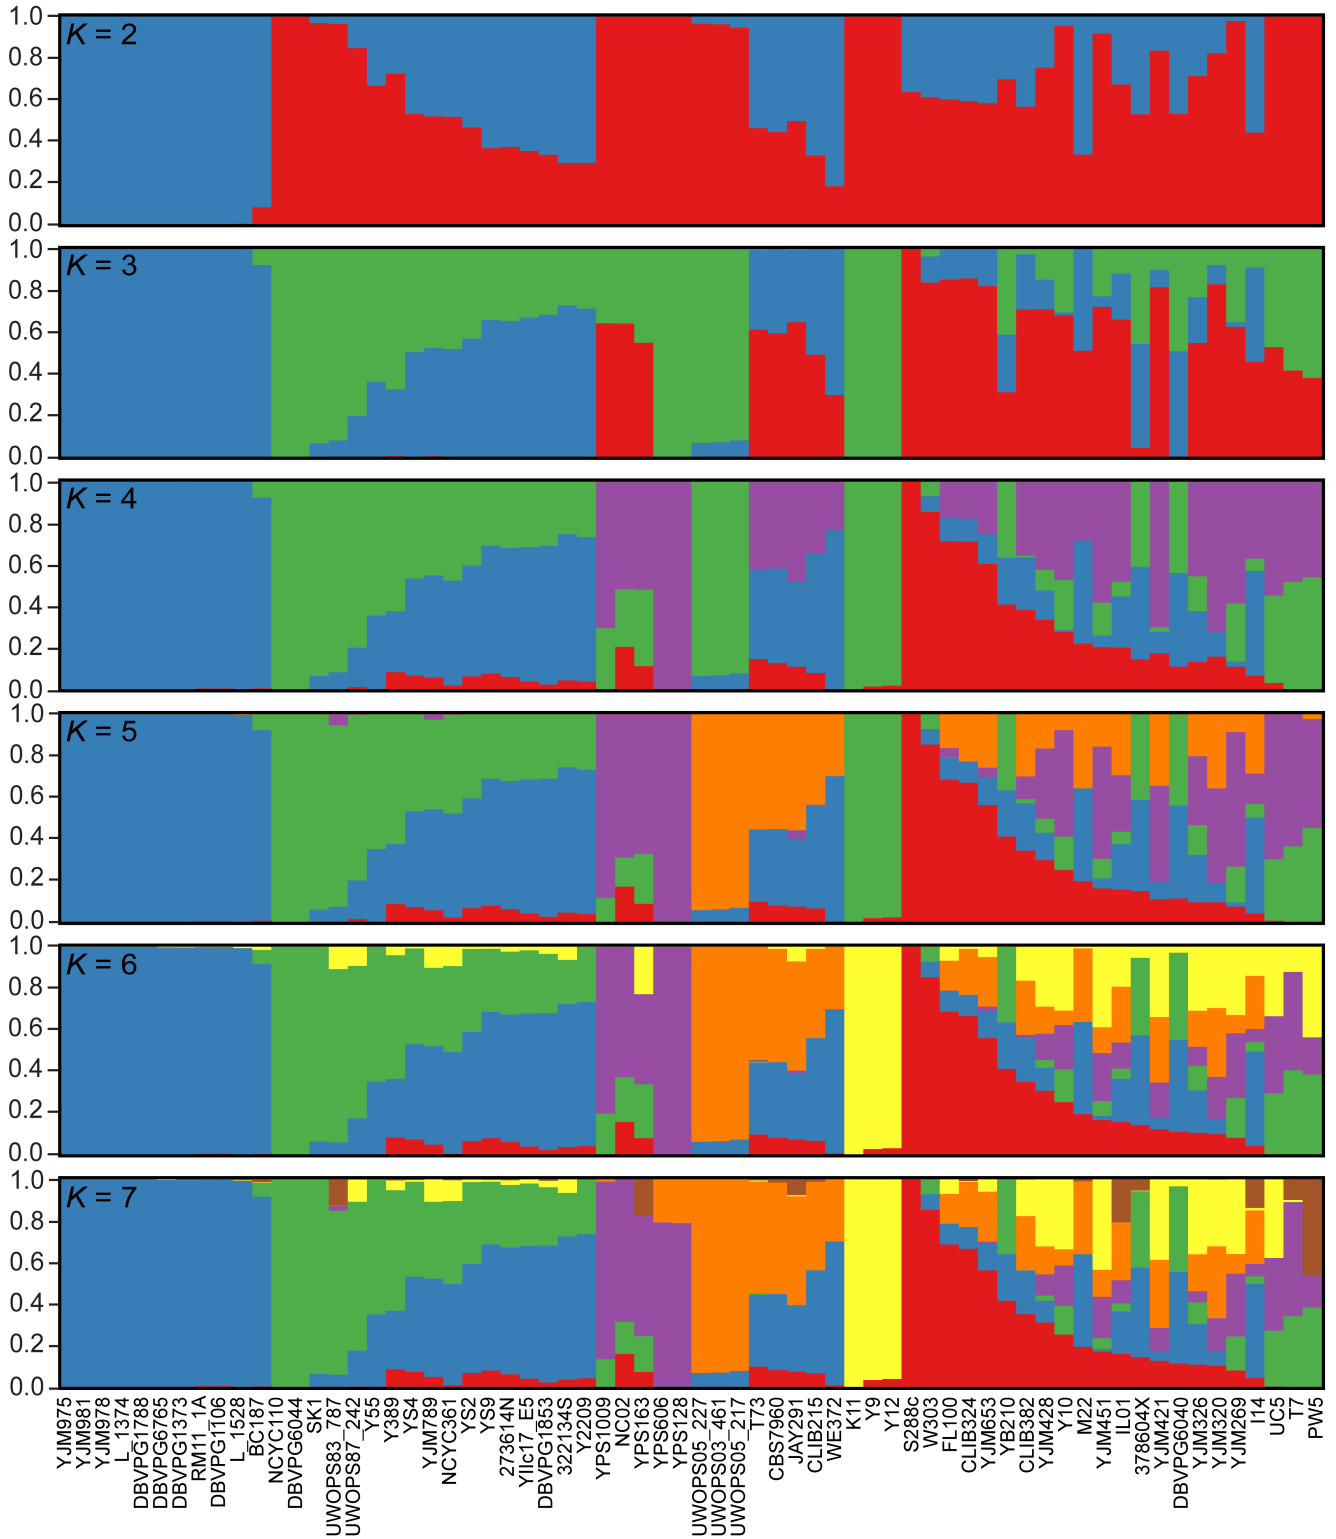

**Figure S3. Population structure of 66 *S. cerevisiae* strains for  $K = 2$  through 7.**

Population structure was inferred using 11,795 evenly distributed SNPs and two to seven ancestral populations, under the linkage model for 50,000 iterations, after a burn-in of 20,000 to 40,000 iterations. We estimated the posterior probability for each  $K$  by assuming a uniform prior on  $K = \{1, \dots, 7\}$ , and determined that  $K = 6$  captures most of the structure of the data, including the European/wine (blue), West African (green), North American/oak (purple), Malaysian (orange), Sake (yellow) lineages and human-associated (red) strains. For each strain indicated on the x-axis, the height of each colored block represents the proportion of each population assigned to that strain.

## A CRB

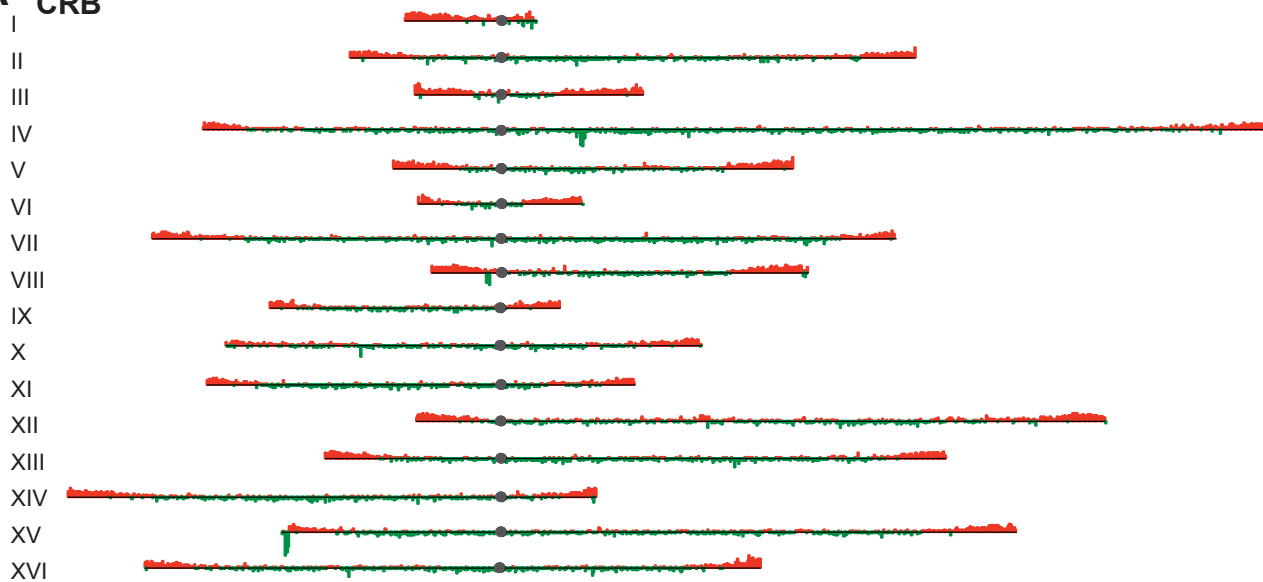

## B LEP

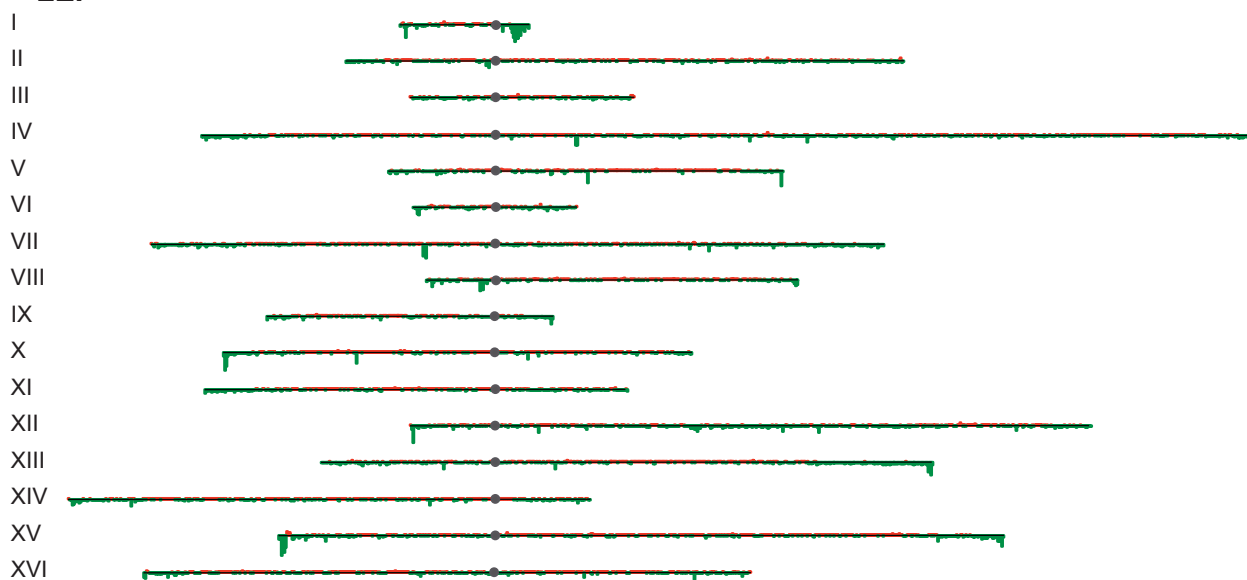

## C MUSH

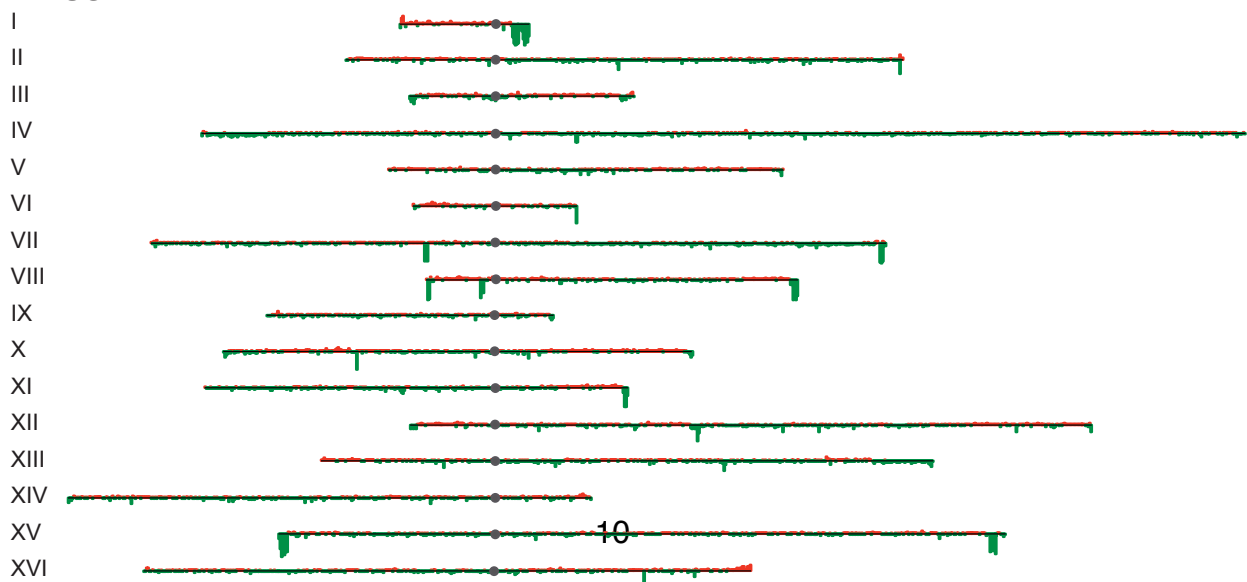

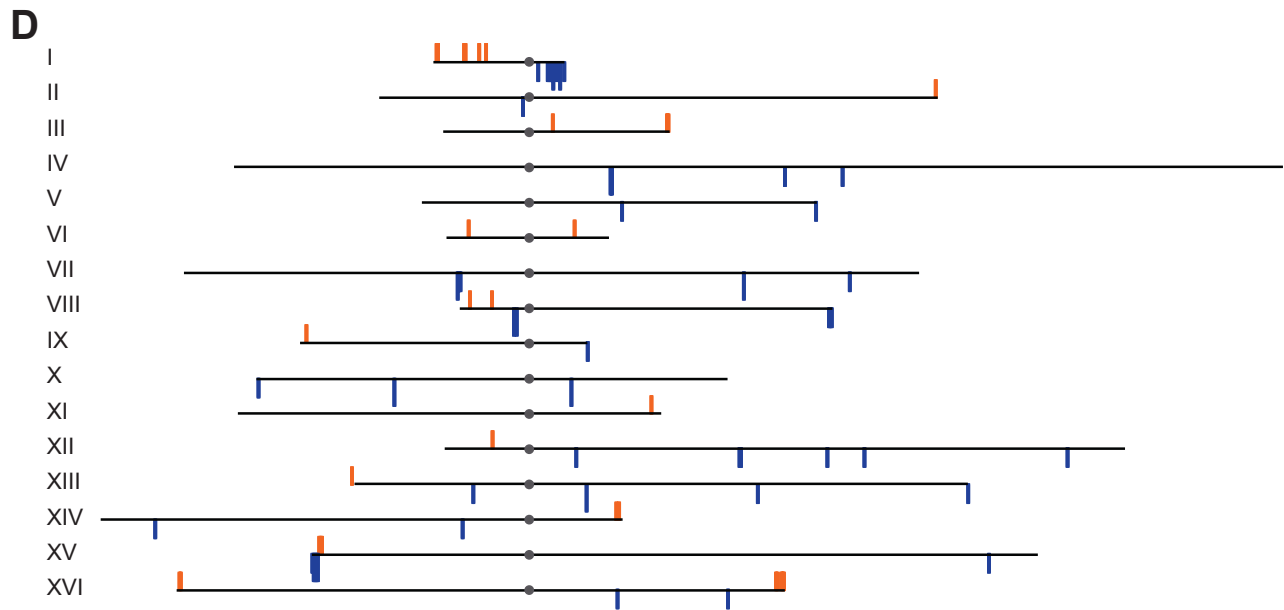

**Figure S4. Array-based comparative genomic hybridization (aCGH) reveals sub-telomeric amplifications and deletions.** **A-C.** Genomic DNA samples from CRB (**A**), LEP (**B**), and MUSH (**C**) were competitively hybridized against the S288c-derived reference strain DBY8268 to whole-genome arrays. Data are organized by chromosome, aligned at the centromere (grey circles). Each bar depicts an individual gene in the reference strain: red bars above the x-axis represent increased signal in CRB relative to the reference; green bars below the x-axis represent decreased signal in CRB relative to the reference. Data represent the mean  $\log_2$  (CRB signal / DBY8268 signal) of biological replicates ( $n = 2$ ). All y-axes scale from 2.5 to -2.5. **D.** Common amplifications (orange bars above the x-axis) and deletions (blue bars below the x-axis) among more than one newly sequenced strain are depicted. Bars represent the total number of strains sharing a given amplification or deletion (2 or 3).

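By the mean ratio of both replicates, 30 genes were amplified in more than 1 strain. Of these, 24 were shared by CRB and MUSH, 5 by CRB and LEP, and 1 by LEP and MUSH, and 0 genes were amplified in all 3 strains. Potential deletions were shared by 2 or 3 strains for 53 genes, and by all 3 strains for 15 of them. Of the other 38, 33 were shared by LEP and MUSH, 4 by CRB and MUSH, and 1 by CRB and LEP. When the calls of the strains were rotated independently along the gene order in 10000 draws, 6.75 genes on average were amplified in more than 1 strain, 2.68 were deleted in more than 1, and 0.01 were deleted in all 3 (one-sided permutation test, p = 0.0001 for each, the smallest that the draws allow). The rotations do not keep the distance of the calls from the chromosome ends, where calls of all 3 strains gather. They also do not keep together similar genes at separate places, which count as separate calls even if they share probes. In 1000 draws added after these values were seen, calls were exchanged only between genes at a like distance from an end. In these draws 22.2 genes on average were amplified in more than 1 strain, with 1 draw of the 1000 reaching 30, 10.2 on average and 20 at most were deleted in more than 1, and 0.34 and 3 were deleted in all 3. They do not keep neighboring calls together, so their spread is too small. Because the 3 strains were compared with the same control, strains without any change would also share calls. In 1000 simulated sets in which unchanged strains took all of their noise from the control, with its size taken from the differences between replicates, 14.1 shared amplifications were found on average and 27 at most, and 5.42 shared deletions were found on average and 15 at most. With the position trend removed, 12 genes were amplified in more than 1 strain, 8 of them among the 30. The draws at like distance, repeated on these calls, gave 2.05 on average and 7 at most, and unchanged strains sharing the control gave 13.5 on average. The number of shared amplifications thus exceeded the draws by position but, with the trend removed, not the simulated noise of a common control, and no draw joined both. That simulation gives all of the difference between replicates to the control, although the strain DNA and each array may add to it. It is therefore an extreme case and cannot decide whether noise accounts for the 12 genes. With both replicates past the threshold in each strain, 14 genes were amplified in more than 1 strain and 6 were deleted in all 3. In addition, 38 genes were amplified in 1 strain and deleted in another. Of these, 26 were amplified in CRB and deleted in MUSH, 17 amplified in CRB and deleted in LEP, and 1 amplified in LEP and deleted in MUSH. Some genes fall in more than 1 of these groups. This count therefore rests mainly on the CRB amplifications, many of which follow the trend with position.

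The 15 genes deleted in all 3 strains included 4 neighbors at the left end of chromosome XV, YOL164W-A, BDS1 (YOL164W), YOL163W, and YOL162W (4130 to 10766). BDS1 had a log2 ratio of -4.04 ± 0.072 (SD, n = 2) in CRB, -3.41 ± 2.06 in LEP, and -4.92 ± 0.090 in MUSH, and YOL163W had ratios of -4.07 ± 0.035, -4.07 ± 1.60, and -5.15 ± 0.37. ENA1 (YDR040C) and ENA5 (YDR038C) lie near each other on chromosome IV, belong to a family of similar genes whose probes may not tell the copies apart, and had ratios between -1.70 and -3.28. In CRB, ENA1 stood at 0.17 on replicate 1 and -3.56 on replicate 2, so its CRB call rests on 1 array. The others were PRM9 and YAR070C on chromosome I, PRM8 and YGR161C-D on chromosome VII, YHL009W-B and YHL008C on chromosome VIII, YJL113W and YJR027W on chromosome X, and YMR045C on chromosome XIII. The ratio of LEP replicate 1 was above -1.0 at YHL009W-B (-0.65) and YJL113W (-0.53), where LEP replicate 2 stood at -4.76 and -4.66. The ratio of 1 CRB array was above -1.0 at PRM9, YAR070C, PRM8, YGR161C-D, YJR027W, and YMR045C.

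**Figure D3:**
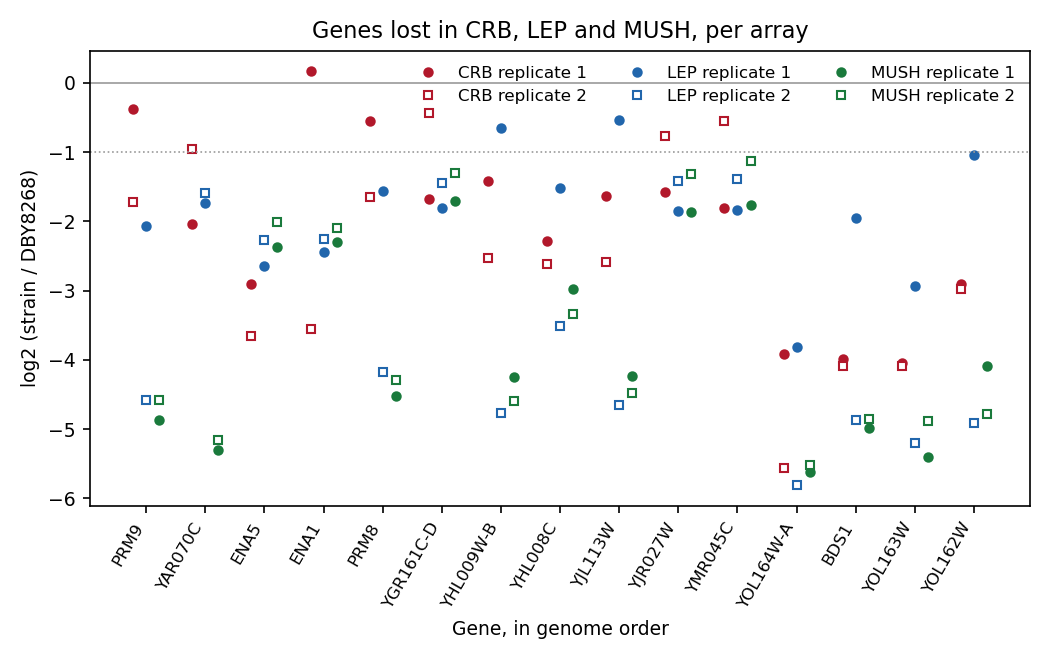
Log2 ratio of the strain to DBY8268 (y axis) for the 15 genes with a mean below -1.0 in CRB, LEP, and MUSH (x axis, in genome order), 1 point per array; filled circles are replicate 1, open squares replicate 2, and the dotted line marks -1.0. The MUSH replicates lie close together, while those of LEP lie far apart at several genes, such as YJL113W (-0.53 and -4.66).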

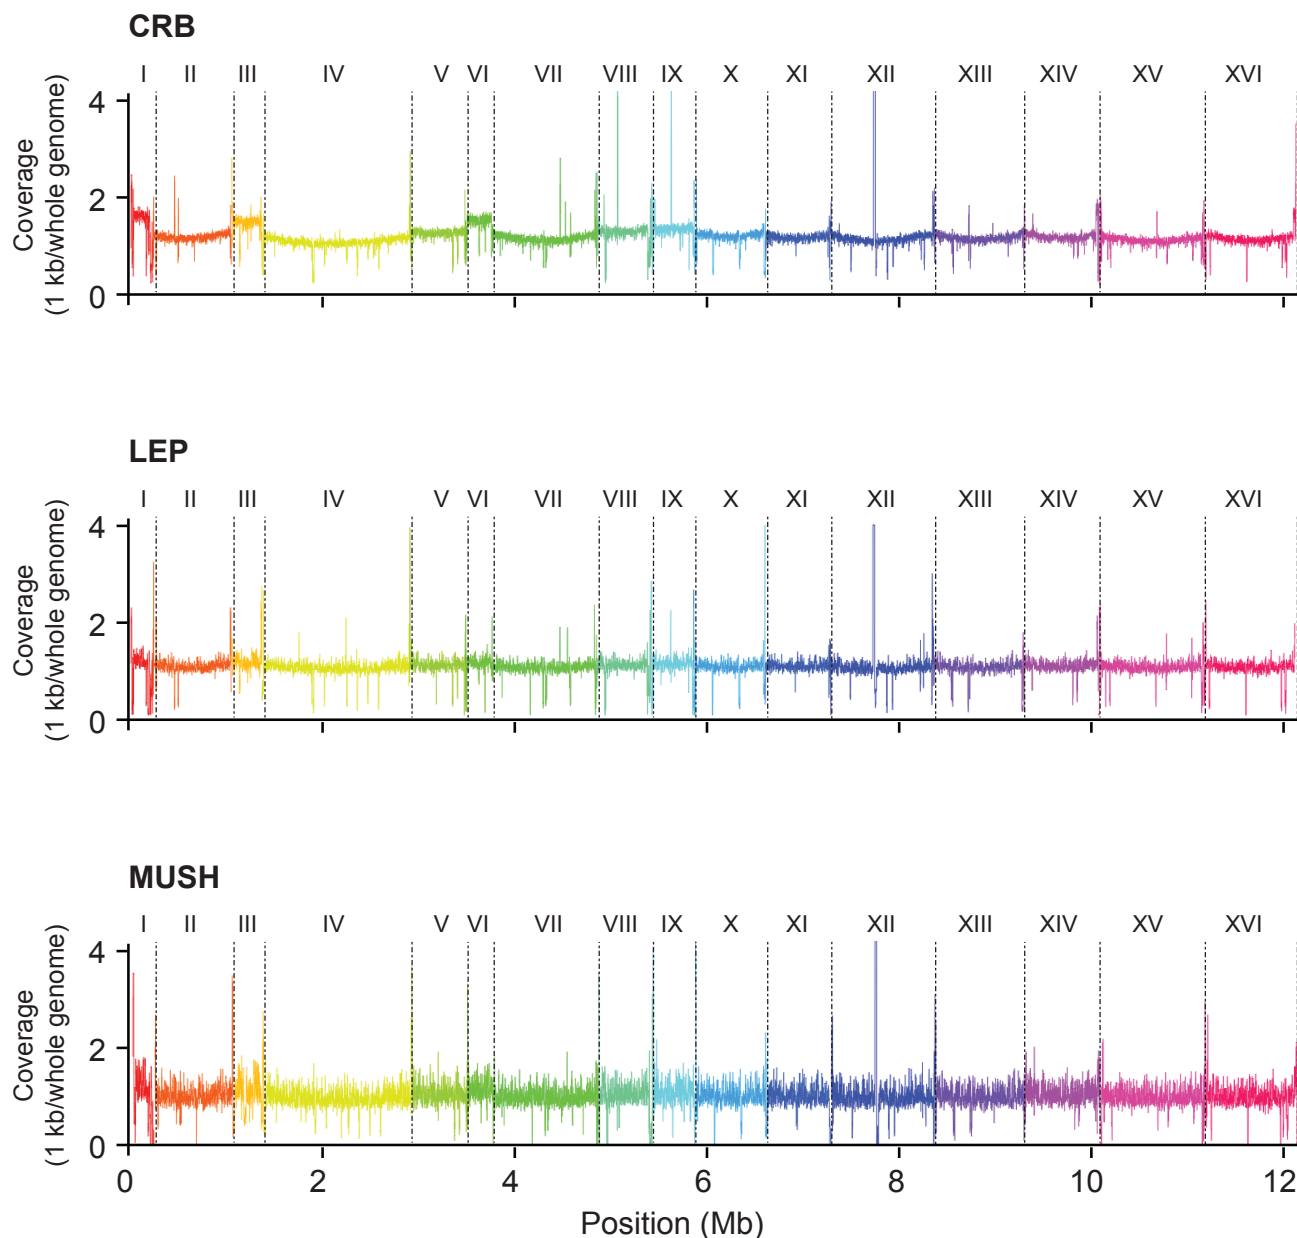

**Figure S5. Sequencing read depth of coverage (DOC) reveals aneuploidy in CRB.** The median DOC for all reads in sliding 1 kb windows with a 100 bp step size is plotted relative to the total median genomic coverage of each strain. Individual chromosomes are demarked by color and dashed vertical lines. For a diploid strain, a relative DOC of 1 indicates the chromosome is present at 1X (i.e. two copies); a relative DOC of ~1.5 suggests there are 3 copies of the chromosome.

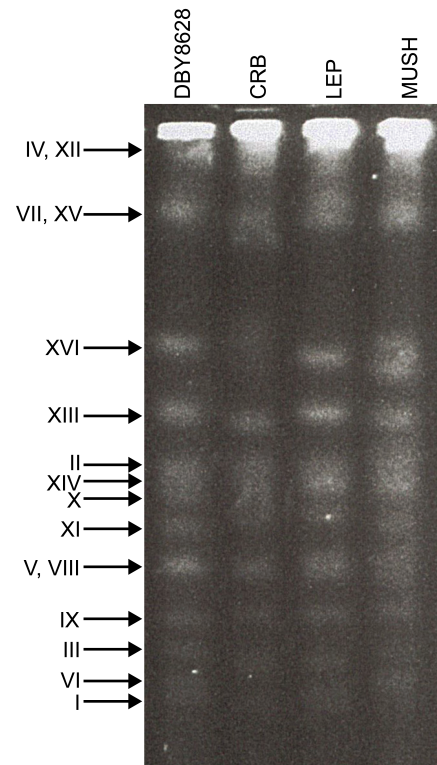

**Figure S6. Chromosomal separation by pulsed-field gel electrophoresis (PFGE).** Chromosomes are labeled according to known sizes of the S288c derivative DBY8628.

**Table S1.** Total number indels detected among the three newly-sequenced strains.

<sup>a</sup> Indels <100 bp

**Table S2.** Distribution of novel SNPs across the three newly-sequenced strains. <sup>a</sup>

<sup>a</sup> See Figure S1 for overlap between strains.

<sup>b,c</sup> Numbers in parentheses represent the proportion of the total for each strain that are categorized as indicated.

**Table S3.** Comparisons of heterozygosity in sequenced diploid strains of *S. cerevisiae*.

**Table S4.** Regions of loss of heterozygosity (LOH) in MUSH.

<sup>a</sup> Data for LOH regions in other strains from (Magwene, et al., 2011) and (Babrzadeh, et al., 2012).

**Table S5.**  $K_a/K_s$  summary statistics.

**Table S6.** Sequenced strains used for population genomics comparisons in this study.

<sup>a</sup> *S. cerevisiae* Strain Project. The Genome Institute at Washington University (<http://genome.wustl.edu>)

<sup>b</sup> *S. cerevisiae* RM11-1a Sequencing Project. Broad Institute of Harvard and MIT (<http://www.broad.mit.edu>)

**Table S7.** Putative novel ORFs detected in CRB.

<sup>a</sup> Genes that are found in contiguous regions are shaded.

**Table S8.** Putative novel ORFs detected in LEP.

<sup>a</sup> Genes that are found in contiguous regions are shaded.

**Table S9.** Putative novel ORFs detected in MUSH.

<sup>a</sup> Genes that are found in contiguous regions are shaded.

**Table S10.** Transcripts from DBY, MUSH, LEP and CRB not aligned to S288c transcripts.

**Table S11.** Genes with strain-specific expression effects in DBY, MUSH, LEP and CRB that overlap with genes required for ethanol tolerance from previous studies (Gibney, et al., 2013; Kubota, et al., 2004; Teixeira, et al., 2009; van Voorst, et al., 2006; Yoshikawa, et al., 2009).

**Table S12.** Short read sequencing statistics.

**Table S13.** *De novo* assembly statistics.

How the deposited data were processed for this re-analysis (not part of the article)

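Copy number was measured by aCGH in 3 natural isolates, CRB, LEP, and MUSH, each against DBY8268 and each in biological duplicate, for 6 arrays. The authors labeled the strain with Cy5 and DBY8268 with Cy3, hybridized both to custom tiling arrays designed on a composite S. cerevisiae genome, scanned the arrays, and normalized the probes by quantile normalization of the log2 ratios. They deposited 1 log2 ratio of strain to control per gene and array. How probes were summarized into genes, and whether background was subtracted, is not stated in the text. The mean of the deposited ratios of each strain equaled the average in Dataset S3 for all 966 genes listed there, to within its last digit, which settled the scale, the base of the logarithm, and the direction. Each column was matched to its strain and replicate through the sample labels, and 0 columns were left unused.

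Genes were named through the RefSeq gene table of assembly R64, which matched 5735 of the 6302 genes, and systematic names were kept for the others. Coordinates are those of R64. The 561 nuclear genes without a position stayed out of tests of position. The table held 0 features absent from S288c, so the planned comparison of such features gave no value. A list of 22 genes was set in advance as genes that the paper names as variable in copy number or as relatives of genes absent from S288c. That basis holds only in part: many of them occur by name only in the supplementary text or datasets, MAL12 and MAL32 were found in neither, and the list is not all of the genes that the paper names. Of the 22, 19 were found under the same symbol, and the others were not analysed here.

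Amplified genes were those with a mean log2 ratio above 0.7 and potentially deleted genes those below -1.0, as in the methods of the paper. The ratios were also fitted with limma 3.58.1 in R 4.3.3, with 1 mean per strain over all 6 arrays and each mean tested against 0. The fit had 3 residual degrees of freedom and a prior of 3.34 degrees of freedom, and p values were adjusted by the Benjamini-Hochberg method over all genes. Contrasts between strains came from the same fit. DBY8268 is the control in the other channel of every array, so its spread enters the test only as far as it differed between replicate arrays. Whether the same control DNA was used on all arrays is not known here. Shares of calls within 30 kb of a chromosome end were tested by rotating the calls along the gene order. Chromosome ends and interiors were compared with an exact sign-flip test over 16 chromosomes, which needed at least 5 genes in each zone. Shared calls were compared with 10000 independent rotations, with 1000 simulated sets of unchanged strains sharing the control, and, added after the values were seen, with 1000 draws that exchange calls between genes at a like distance from an end. The position trend was a lowess curve of the ratio on the distance to the nearer end, with a span of 0.2 and 3 iterations, fitted within each array; genes without a position took a distance from their neighbors by systematic name. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and statsmodels 0.14.6.

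The genes named in the text were chosen by a rule set before the data were examined. They are the 3 nuclear genes with the largest ratios per strain and direction among those past the threshold on both arrays and called by limma, the genes called in all 3 strains, the longest run of 5 or more neighboring calls per strain and direction, the list of 22 genes above, and 8 gene families. Other single genes were named after their values were seen, because an array stood apart from its replicate, because they are the mitochondrial genes past a threshold, or because their ratios differed between strains.

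The statistics were tested on simulated data. Of 100 genes raised and 100 lowered by a known amount in simulated CRB arrays of 6302 genes, limma recovered 96 and 96, with 12 false calls. In the simulated LEP arrays, where no gene was changed, limma made 0 calls. The rotation test over 5718 genes gave a p below 0.05 in 3.9% of 1000 sets of randomly placed runs. The sign-flip test gave one in 3.5% of 200 sets without a difference over 16 chromosomes. Removal of a simulated position trend from 6302 genes left 0 false calls, in place of 609 before, and kept 100 of 100 raised and 100 of 100 lowered genes.

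The alternatives were other thresholds, calls from both arrays, median centring, scaling of the 6 arrays to one distribution, removal of the position trend, other distances from the chromosome end, the mean in place of the median, other limma settings, a block for the replicate number, and leaving out each replicate. Depth does not apply to these arrays, and channel signals were not used here, so the number of arrays limits the precision. Sequence reads, depth of coverage, and PFGE were not analysed here.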

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

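The tests of the array design, of the LEP preparation, and of the number of mitochondrial genomes were chosen after the result was seen, the last in place of an earlier one that took the range over genes; the others in this part were set before, and the wording of the prediction for cross-hybridization was made clearer after its result was seen. The value without the chromosome XV deletion and the values without chromosome I were also added after.

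The chromosome ends differed between the strains. Relative to its own interior, CRB exceeded LEP by 1.47 ± 0.23 and MUSH by 1.24 ± 0.22 (SD over 16 chromosomes; exact sign-flip test, p = 3.05e-05 for both), on 16 of 16 chromosomes. LEP was below MUSH by a log2 difference of -0.23 ± 0.36 (exact sign-flip test, p = 0.0237), with 3 of 16 chromosomes higher in LEP. Adjusted over these 3 comparisons by the Benjamini-Hochberg method, the last p remains 0.0237. Cross-hybridization of repeated subtelomeric genes cannot be the whole cause of the CRB pattern, since the genes 50 to 80 kb from an end, on the centromere side of those families, were still higher than the interior by 0.66 with a spread of 0.20 between chromosomes. It stays open for the outermost genes. The array design is argued against as the cause of the CRB height because the other strains on the same design did not rise toward the ends as CRB did: the higher of their differences was -0.13 in MUSH, and LEP stood at -0.36. The direction in MUSH is not settled, since 11 of 16 chromosomes were higher at the ends on replicate 2, where the difference was -0.051, and 6 of 16 on replicate 1. Within 50 to 80 kb of an end MUSH was higher than its interior by 0.090 (exact sign-flip test, p = 0.0131), far below the CRB value.

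Other explanations of the CRB pattern stay open. A culture of CRB with fewer replicating cells than the control culture, in which late-replicating ends would weigh more, allows a difference of at most 1. The observed mean of 1.11, with 12 of 16 chromosomes above 1, did not differ from 1 (exact sign-flip test, p = 0.121), but this rests on chromosome I, which has no genes far from its ends. Over the other 15 chromosomes the mean was 1.16 ± 0.21, above 1 (exact sign-flip test, p = 0.0124). With a zone of 20 kb, where chromosome X was left out too, the mean was 1.21 ± 0.22 over 14 chromosomes (same exact test, p = 0.00293). With chromosome I kept at 20 kb, it was 1.17 ± 0.26 (same exact test, p = 0.0206). Over the 15 chromosomes other than I, the mean was 1.06 ± 0.12 with 50 kb (same exact test, p = 0.0659). It was 1.07 ± 0.13 there with 15 to 45 kb (same exact test, p = 0.0502), and 0.66 at 30 kb with one distribution for all arrays. This explanation cannot be told apart from a gain of copies with these ratios alone. The side of 1 on which the height lies depends on the scaling. As deposited, the mean of the differences between medians was above 1 in each zone. Whether it differed from 1 by the test depended on the zone and on chromosome I. Separate amplified segments cannot be told apart from a common curve with these data either. A single curve of distance shared by all arms explained 41.7% of the variance between 178 windows of the arms, but this value rests on the outermost window of the left arm of chromosome XV, which holds the deleted genes YOL164W-A to YOL162W. Without that window the curve explained 72.2% of the variance between 177 windows. What it left had a correlation between the CRB arrays of 0.934 with that window and 0.802 without it, across windows, which are not independent. Segments of similar length on most arms, or arms that replicate at different times, would both leave a common curve with differences between arms. The paper reports the CRB end pattern from sequence-read DOC and from several DNA preparations too. It plots DOC relative to the median coverage of each strain, so the control culture does not enter that measure. The explanation by replicating cells works through the ratio to the control, so the DOC result bears on it. The paper also reports that PFGE does not support the amplifications. These are its own results and were not analysed here. Whether the strain itself or the growth of its culture lies behind the pattern was not tested.

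In LEP the ratios fell toward the ends on both arrays, to a different depth. The end zone minus the interior differed by -0.21 between the replicates, with a spread of 0.075 between chromosomes (exact sign-flip test, p = 3.05e-05), so DNA preparation or hybridization may account for a part of it. The difference between LEP and MUSH is of the same size as this difference between replicates. A strain effect stays open, as untested, because the fall was present on both arrays, at -0.46 and -0.25.

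The strains also differed gene by gene. By limma at an adjusted p below 0.05, 2033 genes differed between CRB and LEP (1371 higher in CRB), 1112 between CRB and MUSH (951 higher in CRB), and 59 between LEP and MUSH (43 higher in LEP). After the position trend was removed within each array, 267, 141, and 52 genes differed, of which 221, 124, and 47 were among those called before. Much of the difference of CRB from the others may therefore lie in the trend with position, whose explanations are given above. The counts also depend on single arrays: without 1 array of the strains compared they lay between 973 and 1763, 276 and 831, and 23 and 53. No biological explanation was tested for the genes that remained.

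Mitochondrial genes, which the paper does not discuss in its aCGH text, held losses in all 3 strains. Of the 23 mitochondrial genes, 14 were below -1.0 in MUSH, 3 in CRB, and 2 in LEP. The MUSH median was -1.21, with 23 of 23 genes below 0 on both arrays and the lowest ratio at AI2 (-4.41 ± 0.32, SD, n = 2). AI5_ALPHA stood at -3.73 ± 0.40 in MUSH. The CRB losses were AI1 (-2.34 ± 0.91), AI2 (-2.24 ± 0.52), and AI3 (-1.16 ± 0.67), of which AI3 passed the threshold on 1 array. The LEP losses were AI5_ALPHA, at 0.087 on replicate 1 and -3.41 on replicate 2, and Q0255, at -0.19 and -3.29, so both rest on replicate 2 alone. Fewer mitochondrial genomes per cell would lower all of these genes alike and cannot be the whole cause in MUSH and CRB, since genes chosen as highest and lowest on 1 array stayed apart on the other, by at least 1.57 in CRB and 3.91 in MUSH, but by -0.24 and 0.24 in LEP. It stays open for the lower median of MUSH. Dataset S3 describes AI1 and AI2 as encoded by mobile introns of COX1, and COX1 itself stood at 0.096 in CRB and -0.62 in MUSH. Absence of these introns is a hypothesis for the deepest ratios that may hold, beside sequence that differs from the reference; neither was tested. Probes shared between overlapping genes of COX1 were not examined.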

How the results depend on the processing

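All alternatives were set before the data were examined, and no test in this part was chosen after the result was seen. Over all results and alternatives, 148 values kept their direction and their side of the threshold or, without a test, stayed within the replicate SD or within 1.5 times the count. Another 68 moved by more, 3 came to pass the threshold, 3 no longer passed it, and 2 tested values changed direction. The cause was not tested unless it is named.

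The numbers of amplified genes moved by less than 1.5 times under centring in all 3 strains and depended on several other choices. With a threshold of 1.0 they were 404 in CRB, 0 in LEP, and 6 in MUSH; with 0.58 the MUSH count was 81. With both arrays required they were 4 in LEP and 23 in MUSH, and fewer calls follow from the construction of this alternative. After the 6 arrays were scaled to one distribution they were 155 in CRB (all 155 among the 820), 86 in LEP, and 122 in MUSH. The lower CRB and higher LEP counts follow from the construction, which gives the narrow LEP arrays and the wide CRB arrays the same spread. With the position trend removed they were 105 in CRB and 17 in LEP. From single arrays, the MUSH count lay between 49 and 65, and the CRB count between 827 and 854.

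The numbers of potentially deleted genes with a threshold of -0.7 were 158 in CRB, 133 in LEP, and 197 in MUSH. In CRB, both arrays gave 18 genes, one distribution for all arrays 87, removal of the position trend 75 (37 of the 46 kept), and single arrays between 56 and 99, with the higher count from replicate 2.

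For limma, scaling the arrays to one distribution gave 706 genes higher and 382 lower in CRB, 238 and 252 in LEP, and 552 higher in MUSH. The share of higher genes among the calls was then 48.6% in place of 10.3% in LEP and 59.1% in place of 43.5% in MUSH. With the position trend removed, 626 genes were higher and 666 lower in CRB, and 140 were higher in MUSH, where the share of higher genes fell to 28.1%. Fits of each strain's own arrays called 569 genes lower in CRB, 29 higher and 204 lower in LEP, and 373 higher and 509 lower in MUSH. A prior variance with a trend and robust estimation called 3 higher and 31 lower in LEP. Without 1 array of the strain, whose lone array is then assumed to vary like the other strains, limma called between 405 and 757 genes lower in CRB, 0 to 1 higher and 29 to 30 lower in LEP, and 5 to 6 higher and 39 to 68 lower in MUSH. The 0 in LEP came without replicate 2, where 217 genes were higher at an unadjusted p below 0.05. Fewer arrays lower the power of these fits by construction.

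The contrasts by limma gave 1170 genes between CRB and LEP, 181 between CRB and MUSH, and 112 between LEP and MUSH after scaling to one distribution, and 267 and 141 for the first pair of contrasts with the position trend removed. Without 1 array they lay between 973 and 1763, 276 and 831, and 23 and 53.

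The replicate number was also fitted as a block. The deviations of same-numbered arrays from their strain means had correlations across genes of 0.025 between CRB and LEP, -0.072 between CRB and MUSH, and 0.227 between LEP and MUSH, so the numbers do not pair the arrays across all 3 strains and the arrays were not treated as paired. Same-numbered arrays of LEP and MUSH did deviate together, and why was not tested. With the replicate block, limma called 119 genes higher in MUSH in place of 240, and no other count by limma moved by more than 1.5 times.

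The share of CRB deletions near the ends passed the threshold at 20 kb (14.7%, one-sided permutation test by rotation, p = 0.0334), and without 1 array it lay between 6.25% and 24.3%. The share of LEP amplifications, with 8 genes or fewer in most settings, no longer passed it with the outermost 15 genes of each arm (30.0%, permutation test, p = 0.0842) or with both arrays required (50.0% of 2 genes, p = 0.0983), and without 1 array it lay between 14.3% and 54.5%. The shares of CRB and MUSH amplifications and of LEP and MUSH deletions passed the threshold at 20 kb, 50 kb, with the outermost genes, with centring, with both arrays, and without either array, and the MUSH amplified share lay between 29.4% and 45.2% on single arrays.

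The ends minus the interior stayed above 0 in CRB, between 0.63 and 1.17, and below 0 in LEP, between -0.48 and -0.25, each past the threshold of the exact sign-flip test with zones of 20 kb, 50 kb, and 15 to 45 kb, with the mean over genes, with one distribution for all arrays, and on single arrays. Removal of the position trend, which takes this difference away by construction, was not applied to it. At 20 kb, chromosome X had too few genes and was left out. In MUSH the sign reversed to 0.0046 at 50 kb and to 0.027 at 15 to 45 kb, where the deletions nearest the ends weigh less, and with the mean over genes the value was -0.37 (exact sign-flip test, p = 0.0215). No statement on a direction in MUSH holds over these choices.

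Genes amplified in 2 or 3 strains numbered 14 with both arrays, 56 with a threshold of 0.58, and 12 with the position trend removed (8 of the 30 kept). With a threshold of -0.7, 99 genes were deleted in 2 or 3 strains and 24 in all 3, and 6 were deleted in all 3 with both arrays. The median of chromosome I in CRB was 0.15 with the trend fitted on the other chromosomes removed, 0.70 as a mean over genes, and between 0.65 and 0.67 on single arrays. The LEP median over mitochondrial genes, 0.10, has no test and changed sign within its replicate SD of 0.23, to -0.085 as a mean over genes and -0.080 without replicate 1. The mean in place of the median over mitochondrial genes was -0.59 in CRB and -1.51 in MUSH, and the CRB median lay between -0.56 and -0.46 on single arrays. The difference between regions of loss of heterozygosity and the rest in MUSH stayed between 0.0061 and 0.047 with the mean over genes, with genes near the ends left out, and on single arrays. The planned values for features absent from S288c could not be computed, as the table lists 0 of them. Signal over background is not known from ratios, so genes near a detection limit, among them the deepest deletions, cannot be told from the numbers alone.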

Other observations

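The tests of the LEP replicates in this part were chosen after the result was seen, and their choice of genes was changed after that more than once; the comparison of chromosome I at like distances was too; the other test of chromosome I and the tests of loss of heterozygosity and of genes deleted in all 3 strains were set before.

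From sequence-read DOC the paper proposes that CRB is triploid at chromosome I, and it names the limits of short reads for such calls. By aCGH, the median ratio of the 82 genes of chromosome I in CRB was 0.67 (0.65 and 0.67 on the replicates), the highest of the 16 chromosomes, followed by 0.56 on chromosome III and 0.31 on chromosome VI, which are also short. On short chromosomes more genes lie near an end, so the distance to the end alone was tested as an explanation. After the trend with distance fitted on the other chromosomes was removed, the median of chromosome I was 0.15 (0.21 and 0.17 on the replicates), above the range of -0.14 to 0.13 of the 13 chromosomes other than I, III, and VI. The margin over the highest of them was smaller than the SD of 0.064 between these 13 chromosomes, and chromosome VI departed further in the other direction, at -0.25. The 10 genes of chromosome I over 100 kb from both ends lie at 101 to 113 kb, where their median was 0.50. At the same distances the median was 0.48 on chromosome III, 0.44 on chromosome V, and -0.24 on chromosome VI. On the remaining chromosomes it lay between -0.0018 (chromosome IX) and 0.39 (chromosome VIII), so chromosome I was the highest of the 16, by a small margin over chromosome III. An extra copy of the whole chromosome would raise both arms alike at every distance. At 30 to 50 kb the left arm stood at 1.46 and the right arm at 0.69, against 0.91 and 0.88 over all chromosomes on the replicates. At 80 to 100 kb they stood at 0.54 and 0.50, against 0.37 and 0.38. The arms thus differed at the first distance, and both were above the others at the second. Distance to the end, with a height of the trend that differs between chromosomes, cannot be told apart from an extra copy of chromosome I in CRB, because the short chromosome has no genes far from its ends. In LEP and MUSH, the medians of chromosome I were -0.064 and 0.22.

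Loss of heterozygosity in MUSH can come from loss of 1 copy or without a change in copy number. The 663 genes inside the 6 regions of Table S4 had a median of 0.050 in MUSH and the 5055 genes outside a median of 0.0074, a difference of 0.042 (two-sided permutation test by rotation, p = 0.346). Loss of 1 of 2 copies across these regions, which would give a difference of about -1, is argued against. A loss without a change in copy number stays open and was not tested further.

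The deepest losses in LEP were weaker on replicate 1 than on replicate 2. Of 15 genes with a LEP mean below -3, 14 had a higher ratio on replicate 1 (median -2.66) than on replicate 2 (median -4.87). The exception was YMR324C, at -4.03 and -2.41. Of 5 genes below -3 on replicate 1, 4 were also higher there. This holds for the deepest losses only: of the 77 genes deleted in LEP, 35 were higher on replicate 1, with medians of -1.73 and -1.59. In MUSH, 43 genes with a mean below -3 had medians of -4.28 on replicate 1 and -4.48 on replicate 2, and 22 were higher on replicate 1. Admixture of DBY8268 DNA in the LEP DNA of replicate 1 would hold such genes at a common level there, so genes for this test were chosen without regard to replicate 1. For 26 genes below -3 on replicate 2, the best share, 24.4%, left a spread of 1.04 around it, against a limit of 0.92, or 3 times the spread of 0.31 for MUSH genes chosen in the same way. Whether the limit is passed depends on the genes. With the 15 genes of the mean, a choice that drops genes high on replicate 1, the spread was 0.86, under the same limit. With the 27 genes below -3 on either array it was 1.14, under a limit of 1.49 that rests on 1 MUSH gene 2.62 from its level. With each of the 3 choices, the median distance of a gene from the level was larger in LEP (0.97, 0.52, and 0.95) than in MUSH (0.22 for each; one-sided permutation test over genes, which are not independent, p = 0.0001, 0.0012, and 0.0001). A common share of DBY8268 DNA as the whole cause is argued against; as a part of the cause it stays open. Admixture of CRB DNA is argued against too, since the genes within 30 kb of an end, which are high in CRB, were lower on LEP replicate 1 than on replicate 2, by a median log2 difference of -0.18. A difference in background or hybridization that varies from gene to gene could not be examined without the channel signals. LEP deletions called from the mean of both arrays therefore carry more uncertainty than the MUSH deletions as a set. Both arrays passed the threshold for 52 of the 77 LEP deletions and for 99 of the 109 MUSH deletions. Single MUSH deletions differed between arrays too, such as the mitochondrial gene Q0092 (-4.00 on replicate 1 and -1.39 on replicate 2). No biological explanation was tested.

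Extra copies in DBY8268 are a candidate explanation for the 15 genes deleted in all 3 strains, since the same control was used for each. Of these, 4 (PRM9, YAR070C, ENA5, and PRM8) had ratios that differed between at least 2 strains by limma at an adjusted p below 0.05, which extra control copies alone would not give. For the other 11, a common change in the control cannot be told apart from deletions in each strain, as no array leaves DBY8268 out.

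Among the 19 genes found in the table from a list of 22 set in advance, 11 were amplified in CRB (SUC2, MAL11, MAL13, MAL31, MAL33, SNZ2, SNZ3, HPF1, BIO3, BIO4, and BIO5), 8 of them on both arrays, and 0 were deleted. The list is not all of the genes that the paper names, and several of its genes occur by name only in datasets, among them Dataset S3, which lists genes already called, so these counts do not measure how often such genes are amplified. In MUSH, SUC2 (1.08 ± 0.12, SD, n = 2) and MAL31 (1.41 ± 0.020) were amplified, and MAL11 (-5.00 ± 0.040), MAL13 (-4.74 ± 0.032), and MAL33 (-3.37 ± 0.12) were deleted. In LEP, SNZ2 (-1.42 ± 0.39) and SNZ3 (-1.56 ± 0.56) were deleted, and they were amplified in CRB (1.30 ± 0.086 and 1.74 ± 0.55). The copies of the MAL and SNZ genes are similar to each other, and their probes may not separate them. The 11 genes amplified in CRB lie within 51.1 kb of a chromosome end, where the CRB ratios are raised as a whole. The median of the 5 MAL genes in CRB was 0.88 as deposited and -0.29 with the position trend removed. In MUSH it was -3.37 and -3.34.

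In CRB the medians of COS and FLO also turned negative with the trend removed, while those of PAU and HXT kept their sign. The median of 9 COS genes was 0.89 as deposited and -0.22 with the trend removed, and that of 5 FLO genes was 0.28 and -0.38. The median of 7 PAU genes was 0.94 and 0.26, and that of 15 HXT genes was -0.14 and -0.25. As deposited, both depended on the array, with PAU at 0.65 on CRB replicate 1 and 1.44 on replicate 2. HXT stood at -0.096 and -0.36 on these arrays, while COS (0.90 and 1.10) and FLO (0.24 and 0.32) differed less. In LEP the medians of COS, PAU, HXT, and FLO were -0.17, -0.17, -0.20, and -0.45, and those of COS and PAU were 0.082 and 0.0016 with the trend removed. The LEP median of PAU changed sign between the arrays, at -0.44 on replicate 1 and 0.095 on replicate 2, and those of COS, HXT, and FLO did not. In MUSH the medians of COS, PAU, HXT, and FLO were -0.66, 0.45, -0.27, and -1.20, with the same signs under centring, scaling to one distribution, and removal of the trend. The 2 ENA genes had medians of -2.49, -2.40, and -2.19 in CRB, LEP, and MUSH, of which the CRB value depended on the array (-1.37 on replicate 1 and -3.61 on replicate 2). For the CUP1 and ASP3 families, 0 genes were found under those symbols.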
